# Global transcriptomic profiling demonstrates induction of oxidative stress and of compensatory cellular stress responses in brown trout exposed to glyphosate and Roundup

**DOI:** 10.1186/s12864-015-1254-5

**Published:** 2015-01-31

**Authors:** Tamsyn M Uren Webster, Eduarda M Santos

**Keywords:** RNA-seq, Transcriptome, Herbicide, Salmonids, Toxicogenomics

## Abstract

**Background:**

Glyphosate, the active ingredient in Roundup formulations, is the most widely used herbicide worldwide, and as a result contaminates surface waters and has been detected in food residues, drinking water and human urine, raising concerns for potential environmental and human health impacts. Research has shown that glyphosate and Roundup can induce a broad range of biological effects in exposed organisms, particularly via generation of oxidative stress. However, there has been no comprehensive investigation of the global molecular mechanisms of toxicity of glyphosate and Roundup for any species. We aimed to characterise and compare the global mechanisms of toxicity of glyphosate and Roundup in the liver of brown trout (*Salmo trutta*), an ecologically and economically important vertebrate species, using RNA-seq on an Illumina HiSeq 2500 platform. To do this, we exposed juvenile female brown trout to 0, 0.01, 0.5 and 10 mg/L of glyphosate and Roundup (glyphosate acid equivalent) for 14 days, and sequenced 6 replicate liver samples from each treatment.

**Results:**

We assembled the brown trout transcriptome using an optimised *de novo* approach, and subsequent differential expression analysis identified a total of 1020 differentially-regulated transcripts across all treatments. These included transcripts encoding components of the antioxidant system, a number of stress-response proteins and pro-apoptotic signalling molecules. Functional analysis also revealed over-representation of pathways involved in regulating of cell-proliferation and turnover, and up-regulation of energy metabolism and other metabolic processes.

**Conclusions:**

These transcriptional changes are consistent with generation of oxidative stress and the widespread induction of compensatory cellular stress response pathways. The mechanisms of toxicity identified were similar across both glyphosate and Roundup treatments, including for environmentally relevant concentrations. The significant alterations in transcript expression observed at the lowest concentrations tested raises concerns for the potential toxicity of this herbicide to fish populations inhabiting contaminated rivers.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12864-015-1254-5) contains supplementary material, which is available to authorized users.

## Background

Glyphosate is a broad-spectrum, post-emergence herbicide that acts by inhibiting plant aromatic amino acid synthesis via the shikimate pathway [1,2]. In recent years, glyphosate has been the most widely used agricultural herbicide worldwide [3,4], and it is also used extensively in urban and domestic environments [4,5]. Glyphosate can be used alone, but it is more commonly applied as part of a formulated product and the most widely used of these are Roundup herbicides. Roundup formulations vary with application purpose, but contain a number of adjuvants that enhance the herbicidal properties of glyphosate. The most common of these is polyethoxylated tallow amine (POEA), a surfactant that enhances glyphosate cellular uptake in plants [6,7]. Concentrations of glyphosate entering surface waters are not routinely monitored, but values in the range of 10–15 μg/L have been reported in rivers (e.g. [8,9]), while measurements in the high μg/L range have been recorded only occasionally and are generally associated with direct application to wetland environments [7,10]. Glyphosate residues have also been found in food and in drinking water [7], and a recent study reports traces of glyphosate in 44% of human urine samples collected throughout Europe [11]. The widespread use of this herbicide and the measured concentrations in humans and in the environment have raised concerns about its toxicity and the risk that it may pose for human and wildlife health.

Although the target mechanism of action of glyphosate is specific to plants, a range of toxicological effects in a number of vertebrate and invertebrate species have been demonstrated. Both glyphosate and Roundup have been widely shown to induce cellular oxidative stress through generation of ROS and/or interference with the antioxidant system. In fish, short-term exposures to high concentrations (1–20 mg/L) of Roundup altered levels of cellular antioxidants and induced oxidative damage of DNA, lipids and proteins (e.g. [12-14]), while environmentally relevant concentrations of Roundup, glyphosate and POEA caused DNA damage in blood and liver cells of exposed eel and catfish [15-17]. Similarly in rats, treatment with > 100 mg/kg glyphosate and Roundup generated oxidative stress and induced lipid peroxidation [18], and 10 mg/kg glyphosate generated oxidative stress, DNA damage and an increase in apoptosis [19]. In human cell lines both glyphosate (from 50 mg/L) and Roundup (from 18 mg/L) induced apoptosis [20-22], and Roundup also increased necrosis [23,24]. Roundup, and to a lesser extent glyphosate, caused endocrine disruption in cell lines (e.g. [21,25]). Additionally, disruption of steroidogenic enzymes and reproductive health has been demonstrated following Roundup exposure in rats [26,27]. In fish, recent work in our laboratory demonstrated that 10 mg/L of glyphosate and Roundup affect reproduction in zebrafish in a process mediated via disruption of steroid hormone synthesis and induction of oxidative stress [28]. Other demonstrated biological effects of glyphosate and/or its commercial formulations include immunotoxity, neurotoxicity and developmental toxicity [29-31]. Generally, Roundup has been found to be more toxic than pure glyphosate, and this has been attributed to the inherent toxicity of POEA [16,30], and potentially other formulation products. Additionally, formulation products may enhance the toxicity of glyphosate by facilitating cellular entry [18].

Transcriptional profiling can be employed to comprehensively investigate global molecular mechanisms of chemical toxicity which, in turn, this can potentially provide valuable information for understanding and predicting adverse health effects following environmental exposure. Microarray technology has been successfully used to conduct transcriptomic analysis in fish and other aquatic organisms exposed to a wide range of environmental chemical pollutants, but the application of this technology required significant prior gene sequence information. High-throughput RNA sequencing (RNA-seq) has recently emerged as a sensitive and reproducible tool, and can be used to conduct non-biased transcriptomic analysis in any species of interest. In ecotoxicology, RNA-seq provides a valuable opportunity to investigate global mechanistic toxicology in environmentally-relevant species, but is yet to be widely employed in this field.

Despite the high rate of glyphosate usage and the concerns about its potential to cause human and environmental health impacts, no comprehensive studies investigating the global mechanisms of toxicity of glyphosate and its commercial formulation, Roundup, have been performed to date. This study aimed to investigate and compare the global transcriptional responses to glyphosate and Roundup in brown trout (*Salmo trutta*). Brown trout are an ecologically and economically important European species, known to be sensitive to environmental stressors. Due to their ecological niche, brown trout are likely to be affected by these compounds, particularly as a result of agricultural runoff. We conducted an exposure of juvenile female brown trout to three concentrations of both glyphosate and Roundup, including environmentally relevant concentrations and investigated the toxicological effects of these compounds in the liver of exposed fish using RNA-seq.

## Methods

### Fish maintenance

Juvenile brown trout (six months old; originating from a local aquaculture facility) were maintained in 35 L glass tanks, and acclimated to laboratory conditions for three weeks prior to the start of the exposure. Each tank was aerated and supplied with a water flow rate of 140 L/day. The aquarium water supply was reverse-osmosis treated tap water reconstituted with analar-grade salts to produce a standardized synthetic freshwater according to OECD guidelines, as described in Paull et al. [32], and maintained at 12 ± 0.2°C and pH 7.2-7.8. Fish were kept under a 16:8 h light:dark cycle (with 30 minute dawn/dusk transitional periods) and fed with 0.5 mm trout pellets (Biomar, Grangemouth, UK) at a rate of 2% body weight per day.

### Chemical exposure and sampling

All experiments were conducted under approved protocols according to the UK Home Office regulations for use of animals in scientific procedures, and approved by the University of Exeter Ethics committee.

Chemical exposure was conducted via a flow through system for a period of 14 days, employing a flow rate of 140 L/day for each tank (4x tank volume per day). The treatment groups consisted of three concentrations of glyphosate; 0.01, 0.5 and 10 mg/L (analytical grade; Molekula, Wimborne, UK), three concentrations of Roundup; 0.01, 0.5 and 10 mg/L glyphosate acid equivalent (using Roundup® GC liquid glyphosate concentrate containing 120 g/L glyphosate acid; Monsanto, Cambridge, UK); and a control group. These treatment groups will be referred to throughout as LG, MG, HG and LR, MR, HR for the 0.01, 0.5 and 10 mg/L Glyphosate and Roundup treatments, respectively. The two lower concentrations were chosen to represent concentrations that may occur in the environment frequently (0.01 mg/L) or during occasional peak contamination events (0.5 mg/L). The highest concentration tested (10 mg/L) was included to facilitate the analysis of the mechanisms of toxicity of glyphosate and Roundup but is unlikely to occur in surface waters. Each treatment group was comprised of two replicate tanks, with a volume of 35 L, each containing 8 fish. Water samples were collected from each tank on day 0, 7 and 14 of the exposure period and stored at −20°C prior to chemical analysis. Samples from the three separate time points were combined into a single sample for each replicate tank and analysed for the concentrations of glyphosate in an external accredited laboratory using LC-MS (South West Water, Exeter Laboratories).

Fish were humanely sacrificed on day 14 of the exposure period by a lethal dose of benzocaine (0.5 g L-1; Sigma-Aldrich) followed by destruction of the brain, in accordance with UK Home Office regulations. Wet weight and fork length were recorded, and the condition factor (k = (weight (g) × 100) / (fork length (cm)^3^)) was calculated for individual fish. Sex was determined by visual observation of the gonads. Livers were dissected and weighed, and the hepatosomatic index (HSI) (liver weight (mg)/total weight (mg)) × 100)) was determined for individual fish. Portions of the liver from female fish were snap frozen in liquid nitrogen and stored at −80°C prior to transcript profiling.

### RNA extraction, library preparation and sequencing

Transcript profiling was conducted in the liver of 6 females per treatment group. For the MG treatment group, only 3 individuals were analysed because there were only three females in the replicate tanks for this treatment. RNA was extracted from female livers using an RNeasy Mini extraction kit (Qiagen), incorporating on-column DNase treatment, according to the manufacturer’s instructions. The concentration, purity and integrity of RNA were determined using a NanoDrop ND-1000 Spectrophotometer (NanoDrop Technologies, USA) and an Agilent 2100 Bioanalyzer (Agilent Technologies, Inc., USA). All RNA input to library construction was of high quality with A_260_/A_280_ and A_260_/A_230_ ratios > 1.8 and RIN scores > 8. ERCC spike-in control mixes (Ambion) were added to all individual RNA samples, according to the manufacturer’s instructions to allow for analysis of the accuracy of the transcript quantification and dynamic range. cDNA libraries from all samples were then prepared using the Illumina TruSeq RNA Sample Preparation kit, multiplexed with 24 samples per lane and sequenced using an Illumina HiSeq 2500, to generate 100 bp paired reads.

### Transcriptome assembly and annotation

All analyses were carried out on a local server running the NEBC Bio-Linux 7 environment [23]. Remaining Illumina adaptor sequences were removed and the first 12 bp of all raw sequence reads were trimmed to remove 5' bias caused by non-random hexamer priming [33] using the FASTX-Toolkit (http://hannonlab.cshl.edu/fastx_toolkit). 3' sliding window quality trimming was performed using (http://wiki.bioinformatics.ucdavis.edu/index.php/Trim.slidingWindow.pl) and all reads where < 90% bases had a Phred quality score >20, and those shorter than 15 bp, were discarded. Digital normalisation was performed to remove highly duplicated reads using the normalize-by-median.py script part of the khmer package described by Brown et al. [34], with the recommended k-mer value of 20 and a coverage threshold of 20. This process reduces the computer memory requirements of transcriptome assembly, and also reduces the risk of potential sequencing error accumulation in abundant transcripts [35]. All retained reads were then paired, separated into forward and reverse fastq files for Trinity assembly and shuffled into a single interleaved fastq file for the Velvet assembly. In order to obtain the most appropriate transcriptome assembly for downstream expression analysis, we conducted *de novo* transcriptome assemblies using Velvet (version 1.2.08; [36]) followed by Oases (version 0.2.08; [37]), and Trinity (version r2013-02-25; [38]), and compared them. The Trinity assembly was conducted using the default parameters, specifying a minimum contig length of 200 bp. A series of 7 separate Velvet-Oases assemblies were created specifying ins_length 161 -ins_length_sd 150 and using k-mers ranging from 33 to 69 (with steps of 6), then these were merged using the Oases-Merge function (K = 27) specifying -min_trans_lgth 200. All transcripts in the final assemblies were annotated using Blastx against the Ensembl peptide databases (Release 71; April 2013) using an E-value cut-off of 10^−15^ and ‘best hits’ were assigned to transcripts in the following preferential order: zebrafish (*Danio rerio*); human (*Homo sapiens*) and mouse (*Mus musculus*); stickleback (*Gasterosteus aculeatus*), medaka (*Oryzias latipes*), tilapia (*Oreochromis niloticus*) and cod (*Gadus morhua*). For transcripts found to be differentially expressed (see below) that were not annotated in this way, additional annotation was performed using Blast (<10^−15^) against the NCBI Reference Sequence (RefSeq), nr and nt databases.

### Transcriptomic analysis

Raw sequence reads from individual samples were mapped back against both Trinity and Oases transcriptome assemblies using Bowtie2 (version 2.1.0, [39]), using a value of 1 for the k parameter (−k 1) to report a single best hit for each read and limit ambiguous mapping to redundant transcripts. Raw count data for each transcript was extracted using idxstats in SAMtools (version 0.1.18, [40]) and input into the edgeR R package [41] for differential expression analysis. In edgeR, a criterion of having at least 1 mapped read from a minimum of 6 samples for each transcript was imposed. Tagwise dispersion was applied with the recommended prior.df = 10. Initial comparison of transcript expression between the two control treatment groups showed strong similarities, and only 3 and 5 differentially expressed transcripts were identified for the Trinity and Oases assemblies, respectively. Therefore, differential expression analysis was conducted between the 12 replicates from the combined control groups and six replicates from each of the other treatment groups. Transcripts were considered differentially expressed with a FDR < 0.1 (after Benjamini-Hochberg correction). Hierarchical clustering was performed on all differentially expressed transcripts using an Euclidean distance metric, in the Pheatmap package for R (available from http://cran.r-project.org/web/packages/pheatmap/index.html). Functional analysis was then performed for differentially expressed genes from each treatment using the Database for Annotation, Visualisation and Integrated Discovery (DAVID v6.7; [42]), with the final brown trout liver transcriptome as a background. Kyoto Encyclopedia of Genes and Genomes (Kegg) pathways (http://www.genome.jp/kegg/) and Gene Ontology (GO) terms (http://geneontology.org/) for Biological Process, Cellular Component and Molecular Function were considered significantly over-represented when P < 0.05.

The raw sequence data, and processed results from the expression analysis have been deposited in NCBI’s Gene Expression Omnibus (http://www.ncbi.nlm.nih.gov/geo), and are available via the GEO series accession number GSE56855.

## Results and discussion

### Water chemistry and morphometric parameters

The concentration of glyphosate in each tank was measured in a composite water sample from three separate time points during the exposure (days 0, 7 and 14), and were within 88.7-110.7% of the nominal concentrations across all treatments. The mean measured concentrations for each treatment (2 replicate tanks) were 0.0097 ± 0.0003; 0.46 ± 0.01 and 9.9 ± 0.41 mg glyphosate/L for the 0.01, 0.5 and 10 mg glyphosate/L treatment groups respectively, and 0.011 ± 0.0003; 0.50 ± 0.007; 9.31 ± 0.17 mg glyphosate/L for the 0.01, 0.5 and 10 mg Roundup/L treatment groups, respectively.

The mean mass and mean length was 13.1 ± 0.3 g and 9.97 ± 0.09 cm for female fish and 12.54 ± 0.37 g and 9.75 ± 0.09 cm for male fish. There were no significant differences in size and condition factor (mean 1.31 female; mean 1.33 male) or HSI (mean 1.66 female; mean 1.75 male) between treatment groups. There were no mortalities and we observed no alteration of behaviour during the course of the exposure, suggesting that these concentrations of glyphosate and Roundup had no overt toxicological effects on general health of the exposed fish.

### Sequencing and *de novo* transcriptome assembly

Sequencing of female liver samples generated a total of 969.4 million paired 100 bp reads, averaging 20.2 million reads per library, 92.5% (897 million) of which were retained following processing and quality filtering. 

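The counts analysed here come from single female livers sampled after 14 days, 12 from control fish and 6 from each of 5 exposed groups. The Roundup groups are LR at 0.01 mg/L, MR at 0.5 mg/L and HR at 10 mg/L, and the glyphosate groups are LG at 0.01 mg/L and HG at 10 mg/L. Each fish is its own library. The authors mapped the reads of each fish to the Trinity assembly with Bowtie2 and kept 1 best hit per read. They counted reads per transcript with SAMtools idxstats, without scaling the counts, and listed the transcripts they retained. Reads counted on the listed transcripts range over 12955914 to 23805369 (median 16791132) in controls, 13271419 to 33291845 (median 16603087) in LR, 11605617 to 22212301 (median 18507178) in MR, 14861580 to 23760541 (median 17916638) in HR, 15238297 to 25747108 (median 17382262) in LG and 10223638 to 18790316 (median 15506362) in HG. The paper's average per library refers to sequenced reads, and all values added here use the counted ones. From these counts each treatment was compared with the 12 controls by edgeR's quasi-likelihood test, with TMM normalization, Benjamini-Hochberg adjustment over all tested transcripts and the paper's threshold of FDR < 0.1. Expression is given in CPM, edgeR's count scaled by library size, as mean ± SD. Standard errors and adjusted p values are from this test. A 2-sided exact permutation test takes the difference of mean log2 CPM over all 18564 ways of choosing 6 of the 18 fish, so its smallest possible p is 5.39e-05. It is not adjusted for the number of genes. The choice of test changes the counts more than any other choice, since edgeR's exact test and DESeq2 call many more transcripts from the same data. The paper names edgeR and a tagwise dispersion prior, also used here for the exact test, but not the test itself. Isoforms of 1 Trinity component can share reads, so several called transcripts may stand for 1 gene. Each gene named in the paper is represented by its most expressed transcript, a rule set before the data were examined. Where Table S3 lists another transcript of the gene, its value is also given.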

Following digital normalisation, a total of 101.5 million paired reads, originating from all libraries, were retained and input into the *de novo* transcriptome assemblies. Statistics for the Trinity and Velvet-Oases transcriptome assemblies are shown in Additional file 1: Table S1. The final Velvet-Oases assembly consisted of 893,904 transcripts compared to 258,702 in the Trinity assembly, while the number of putative gene loci was more similar (146,233 and 109,301 respectively). Transcript length statistics and the percentages of transcripts annotated using Blastx against Ensembl peptide databases were similar in both assemblies (45% of Trinity transcripts and 47% of Oases transcripts). There was a higher rate redundancy amongst annotated Oases transcripts, although this assembly included representation of over 2000 more unique transcripts (based on the annotation against the Ensembl zebrafish database). Overall this indicates that Velvet-Oases produced a considerably more redundant assembly, but potentially included better coverage of the brown trout liver transcriptome. Previously, Velvet-Oases transcriptome assemblies have also been found to be more redundant than Trinity assemblies [43]. For species without a good quality reference genome, like the brown trout, the quality and reliability of transcript expression analysis using RNA-seq are dependent on the quality of the *de novo* transcriptome assembly. This can be assessed using a number of metrics, which may vary based on the dataset and study objectives. Transcript redundancy is an important measure of assembly quality because high levels of redundancy tend to increase levels of ambiguous read mapping and reduce statistical power in differential expression analysis. However, inclusion of the greatest number of unique gene isoforms, including rare transcripts, is important for subsequent expression analysis and biological interpretation. Both the Trinity and Oases assemblies, therefore, have advantageous characteristics, so we performed the differential expression analysis for both assemblies independently, followed by a comparison of the resulting gene lists.

### Transcript expression analysis

A greater percentage of reads were mapped to the Oases assembly compared to the Trinity assembly (mean 94% and 90% per sample, respectively) using Bowtie2. However, for the Trinity assembly, a greater percentage of transcripts met the criterion of having at least one mapped read in six replicate samples and were retained for differential expression analysis in edgeR. 

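The transcripts retained by the authors number 62154 in the LR comparison, 62718 in MR, 62557 in HR, 63514 in LG and 63539 in HG. Together they make 67093 transcripts from 20387 Trinity components; 59706 are in all 5 comparisons and 45470 carry a zebrafish match. In LR, HR and LG 1 retained transcript, and in HG 2, had reads in fewer than 6 of the fish compared and were not tested.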

The retained transcripts from the Trinity assembly also included representation of 32% more of the transcripts in the Ensembl zebrafish database. Additionally, calculated values of biological coefficient of variation (BCV) for comparisons across all treatments were consistently lower using the Trinity assembly (average 34.6%) compared to the Oases assembly (average 37.4%). Furthermore, there was a lower degree of redundancy in the list of annotated differentially expressed transcripts identified using the Trinity assembly. These differences likely reflect the greater degree of transcript redundancy in the Oases transcriptome assembly, and together, indicate that the Trinity assembly, for the present dataset, was of higher quality for transcript expression analysis. Therefore, we used the results obtained using the Trinity assembly for further biological interpretation and functional analysis.

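For the Trinity assembly, edgeR's common BCV computed from the counts is 0.333 in LR, 0.355 in MR, 0.331 in HR, 0.352 in LG and 0.329 in HG, a mean of 34.0%. The median tagwise BCV is lowest in LR, 0.294, and highest in MR, 0.314.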

The ERCC spike-in control analysis for all individual samples is presented in Table 1, and in Additional file 1: Figures S4 and S5. For all samples there was a strong correlation between calculated FPKM value and expected concentration of spiked-transcripts (mean R^2^ = 0.918 ± 0.002), and the mean calculated dynamic range in expression level was 25,722 FPKM. There was also a strong correlation between calculated and expected fold changes in transcript expression between samples spiked with ERCC mix 1 and ERCC mix 2 (p = 1.5E-18, R^2^ = 0.6223). Together these results provide strong technical validation for the quantitative transcript profile analysis presented here.

**Table 1:** **ERCC spike-in control analysis for assessment of transcript expression reproducibility and dynamic range in all individual samples sequenced**

**Sample**	**R** ^**2**^	**Log2 dynamic range (FPKM)**	**Sample**	**R** ^**2**^	**Log2 dynamic range (FPKM)**	**Sample**	**R** ^**2**^	**Log2 dynamic range (FPKM)**
C1	0.93	13.74	LG1	0.92	14.36	LR1	0.93	14.91
C2	0.91	14.52	LG2	0.91	14.52	LR2	0.91	14.64
C3	0.92	14.54	LG3	0.91	15.16	LR3	0.92	13.71
C4	0.94	15.61	LG4	0.91	15.32	LR4	0.93	13.32
C5	0.94	14.21	LG5	0.92	13.92	LR5	0.91	14.53
C6	0.94	14.29	LG6	0.90	14.49	LR6	0.93	16.05
C7	0.92	13.88	HG1	0.90	14.18	MR1	0.91	14.00
C8	0.92	13.83	HG2	0.91	15.26	MR2	0.93	13.97
C9	0.89	14.11	HG3	0.93	15.51	MR3	0.91	15.60
C10	0.92	14.28	HG4	0.90	14.99	MR4	0.92	14.07
C11	0.91	16.19	HG5	0.90	14.92	MR5	0.93	13.86
C12	0.93	15.26	HG6	0.93	14.76	MR6	0.92	15.70
						HR1	0.91	16.08
						HR2	0.90	13.95
						HR3	0.92	14.08
						HR4	0.91	14.08
						HR5	0.93	15.75
						HR6	0.92	15.19

1. R^2^ values represent the correlation between measured FPKM values and expected concentrations of control transcripts.

2. Dynamic range was calculated from maximum-minimum FPKM values of control transcripts for all individual libraries, using only control transcripts that had ≥1 mapped read in ≥6 replicate samples.

The MG treatment group, which had only three replicates, had the highest BCV value of all treatment groups, and multidimensional scaling (MDS) plots show that there was one individual in this group with a very different transcript profile compared to the other replicates (Additional file 1: Figure S1). Transcript expression analysis revealed an unrealistically high number of differentially expressed transcripts in this group compared to the control (>5000), presumably because of the strong influence of this individual in a group with few replicates, which increased biological variation and potentially false positive discovery. This treatment group was therefore excluded from the functional analysis.

The numbers of up- and down-regulated transcripts in each treatment group, including overlaps between treatment groups, using the Trinity assembly are shown in Figure 1. 

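Recomputed from the counts with edgeR's quasi-likelihood test, 13 transcripts are called in LR (10 higher and 3 lower in exposed fish), 1 in MR (lower), 4 in HR (3 higher, 1 lower), 0 in LG and 1 in HG (higher). The tests covered 62153, 62718, 62556, 63513 and 63537 transcripts in that order, and 4818, 5600, 4593, 4271 and 4118 had an unadjusted p below 0.05. The alternatives that moved these counts most are edgeR's exact test with the tagwise prior of the paper and DESeq2's Wald test. The exact test called 101 in LR (63 higher, 38 lower), 622 in MR (474, 148), 420 in HR (329, 91), 283 in LG (243, 40) and 35 in HG (31, 4). DESeq2's Wald test called 155, 466, 172, 32 and 22. Single fish carry much of the exact test's counts. Without LR fish 3 the count is 42, without MR fish 1 it is 45, without HR fish 3 it is 18 and without LG fish 1 it is 8. Other fish move the counts the other way. The exact test calls 350, 224, 157, 188 and 197 without LR fish 1, 2, 4, 5 and 6, and 459, 640, 596 and 603 without LG fish 2, 4, 5 and 6. In HG it calls 62 without HG fish 3, 136 without HG fish 6 and 22 without HG fish 5.

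**Figure D1:**
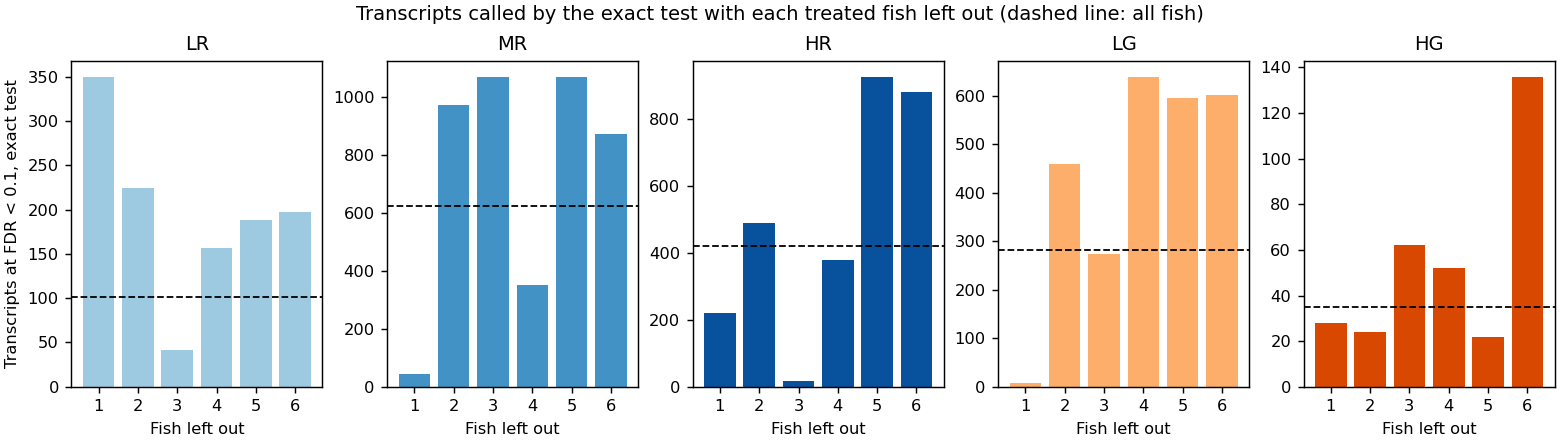
Transcripts called by edgeR's exact test with each treated fish left out; dashed lines give the count with all fish, 101 in LR, 622 in MR, 420 in HR, 283 in LG and 35 in HG.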

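The quasi-likelihood counts also depend on single fish. In LR the count is 0 without LR fish 3 or without control fish 1, 3, 7, 10 or 12. It is 1 without control fish 11, 3 without control fish 4 or 8, 4 without LR fish 6 or control fish 6, 5 without control fish 5, 6 without control fish 2 and 8 without LR fish 4, and it rises to 21 without LR fish 2. In MR it is 0 without MR fish 1 or 4 and becomes 31 without MR fish 6, 113 without MR fish 2, 147 without MR fish 3 and 161 without MR fish 5. In HR it is 0 without HR fish 1, 3 or 4 or without control fish 1, 3, 5, 6, 7, 9, 10, 11 or 12 and 2 without control fish 2, and it becomes 20 without HR fish 2, 74 without HR fish 5 and 132 without HR fish 6. In LG 1 transcript is called without LG fish 2 or 3. In HG the count is 2 without HG fish 3 or 6, and 0 without any control but control fish 9.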

The transcript level expression plots for each treatment are shown in Additional file 1: Figure S2 and the full list of differentially expressed transcripts are presented in Additional file 1: Table S3. 

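Joined over treatments, the quasi-likelihood calls are 18 transcripts in 1 or more Roundup groups (13 higher, 5 lower, from 11 components) and 1 in the glyphosate groups. With edgeR's exact test the numbers are 909 (647 higher, 261 lower and 1 in both directions) from 578 components, and 313 (269 and 44) from 233. DESeq2 gives 692 (416 and 276) and 54 (33 and 21). Leaving out LR fish 3, MR fish 1, HR fish 3 or LG fish 1 lowers the exact test count of its group most.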

The total number of transcripts differentially expressed in one or more Roundup treatment groups compared to the controls was 923 (656 of which were up-regulated; 266 were down-regulated; and 1 was up and down regulated in the LR and HR groups, respectively) and in the two glyphosate-treated groups was 303 (258 of which were up-regulated and 45 were down-regulated). Of these, 143 transcripts were differentially regulated following exposure to both glyphosate and Roundup (135 transcripts were up-regulated and 8 transcripts were down-regulated). 

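Under the quasi-likelihood test 0 transcripts are called for both chemicals. The exact test of edgeR calls 142 for both (134 higher, 8 lower, 99 components) and DESeq2 17 (10 and 7). By the exact test 125 transcripts are called in both MR and LG and 90 in both HR and LG. In simulated unexposed groups with the same controls, lists of the same lengths had 11 to 21 and 5 to 19 in common. HG, with only 35 calls, has 2, 7 and 6 in common with LR, MR and HR, where the simulated lists had 0 to 2, 0 to 8 and 0 to 6. Simulated transcripts vary independently of each other, so lists from real unexposed fish could have more in common. The overlaps also depend on single fish. Without LG fish 1 the exact test calls only 8 transcripts in LG, so no overlap with LG could then exceed 8. Overlaps were not counted without single fish.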

The results of the differential expression analysis using the Oases assembly show a similar pattern in the number of differentially expressed transcripts in each treatment group, including a predominance of up-regulation, which increases our confidence in functional analysis and biological interpretation of the data. These results, from the Oases assembly, are presented in the (Additional file 1: Figure S3).

**Figure 1:**
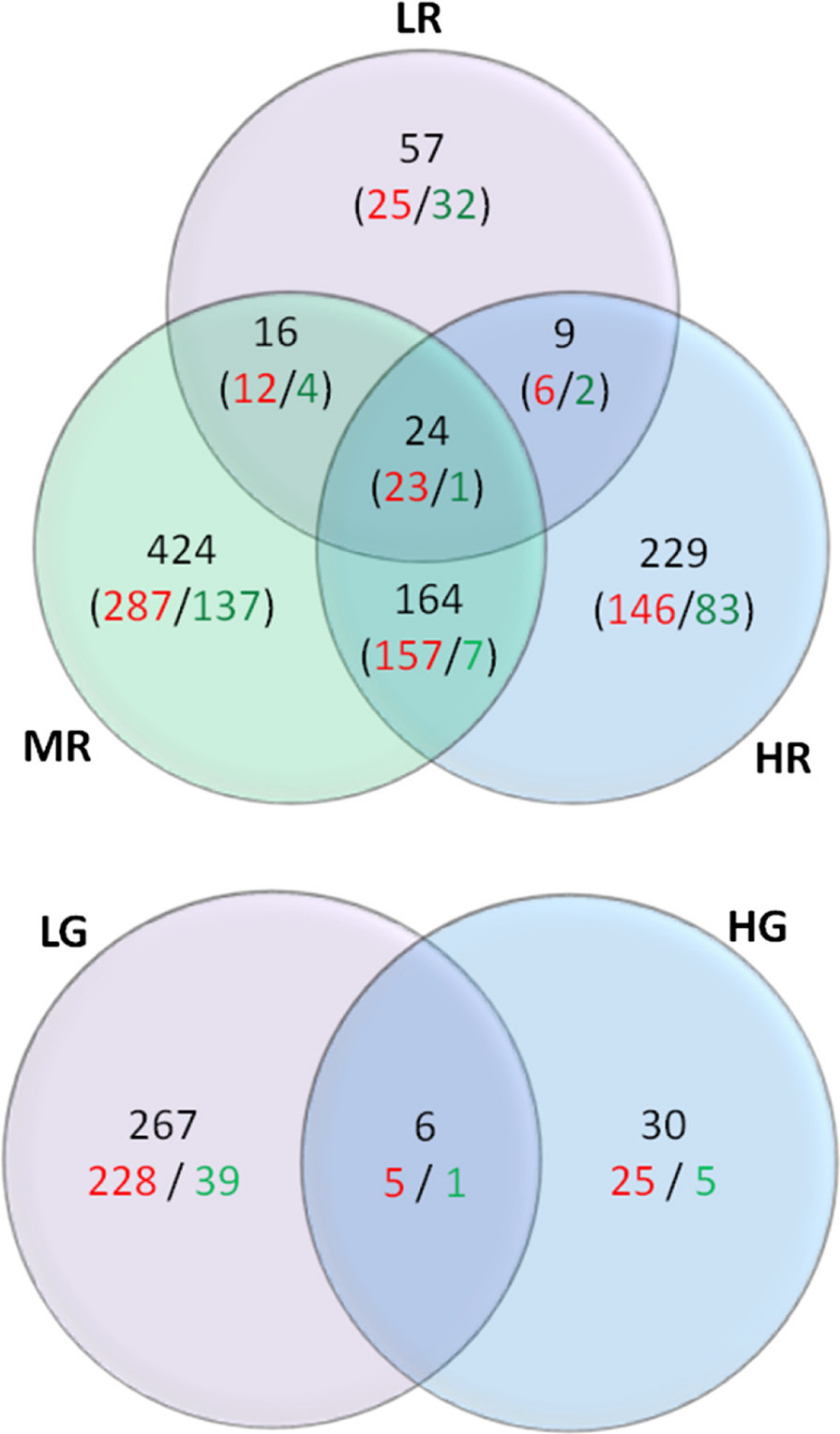
**Venn diagrams displaying the numbers of differentially expressed transcripts (FDR < 0.1) in each treatment group obtained from edgeR using the Trinity assembly as a template.** Red and green numbers represent up- and down-regulated transcripts, respectively. Treatments are represented by the following codes: LR, MR and HR represent 0.01, 0.5 and 10 mg/L Roundup, and LG and HG represent 0.01 and 10 mg/L glyphosate.

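Between Roundup doses the exact test's calls overlap in 186 transcripts for MR and HR, 39 for LR and MR and 33 for LR and HR; 25 are called in both LR and LG and 5 in both LG and HG. Lists of the same lengths from simulated unexposed groups had 11 to 31, 5 to 13, 1 to 9, 1 to 8 and 0 to 3 in common, in that order. In LR, MR, HR and LG together 17 transcripts are called. None of these overlaps was counted without the single fish on which the lists depend. No transcript is called in 2 groups by the quasi-likelihood test.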

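With complete linkage on the log2 fold changes of the 19 transcripts called by the quasi-likelihood test, HR and MR join first (Euclidean distance 2.11), LG joins them at 3.87, and HG and LR pair at 5.35 before all join at 5.61. On the 1080 transcripts called by edgeR's exact test the order is HR with LR, then MR, then LG and last HG, at heights 23.5, 29.3, 35.3 and 41.2. With average linkage on the 19, LR joins HR, MR and LG at 4.44 and HG joins last at 4.93. In 2 other settings LG joins last and HG before it: on the 16 transcripts in all 5 tables HG joins HR and MR at 2.24 and LG all others at 5.42, and with 1 minus Pearson correlation HG joins LR, MR and HR at 0.503 and LG at 0.882. With 1 value per component, LG and MR join first at 1.61 and HG joins last at 5.22.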

Cluster analysis of all 1020 differentially expressed transcripts showed that there were strong similarities in the expression profiles of all Roundup treatment groups and the LG group (Figure 2). 

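Across 59705 transcripts measured in all 5 comparisons, the Pearson correlation of log2 fold changes is 0.545 for LR and MR, 0.576 for LR and HR and 0.588 for MR and HR. The median over all 10 pairs of treatments is 0.530. The common controls alone also make fold changes correlate. In 20 simulations of 5 unexposed groups compared with the same 12 controls, the correlation ranged from 0.310 to 0.341. Simulated transcripts vary independently of each other, and real unexposed fish spread more: 100 splits of the 12 controls into 6 fish in common and 2 groups of 3 gave 0.147 to 0.481. Signs were the same between LR and MR in 39814 transcripts and between MR and HR in 39659. These correlations are across transcripts, which are not independent replicates.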

Visual examination of this cluster diagram shows that across these treatment groups the majority of transcripts displayed similar expression trends, even when no significant changes were detected. 

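Over the 19 transcripts called by the quasi-likelihood test, LR lies 3.92 from MR and 3.80 from HR by Euclidean distance, LG lies 5.61 from LR, the largest distance of any pair, 2.54 from MR and 3.87 from HR, and HG lies 5.35 from LR, 4.52 from MR and 4.28 from HR. Across the 967 transcripts called by the exact test and measured in all groups, the Pearson r is 0.797 for LR and MR, 0.789 for LR and HR, 0.819 for MR and HR, and 0.611, 0.710 and 0.676 for LG with LR, MR and HR. Picking transcripts by their p raises such values: in simulated groups without any effect and with the same controls, the 1080 transcripts with the smallest p gave r from 0.488 to 0.641 over all pairs (median 0.562), a range that includes the value for LG with LR. These r are across transcripts as well and give no measure of the variation among fish.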

The three Roundup treatments clustered more closely together than to the glyphosate treatments. This is likely to reflect differences between glyphosate and Roundup due to the presence of surfactants, including POEA, which are likely to enhance and/or modify the toxicity of the formulation product, or exert some toxicological effects independently from glyphosate. The expression profile of the LG treatment was also broadly similar to that of the Roundup treatments, and functional analysis confirmed an overlap in gene ontologies and signalling pathways affected (discussed below). This suggests that the toxicological responses to Roundup and glyphosate occur via shared mechanisms of toxicity.

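Log2 fold changes in LG correlate with those in LR, MR and HR at Pearson r 0.520, 0.585 and 0.541 across all shared transcripts, which are not independent replicates. Spearman values are 0.499, 0.484 and 0.471. For LG and MR the Pearson correlation without LG fish 1 and MR fish 1 is 0.368, and simulated groups without any effect, with the same fish left out, gave 0.281 to 0.302. It lies within the 0.147 to 0.481 of the splits of the controls. Enriched pathways were not recomputed. From the similar profiles and the overlap in pathways, the paper proposes that Roundup and glyphosate act by shared mechanisms of toxicity.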

**Figure 2:**
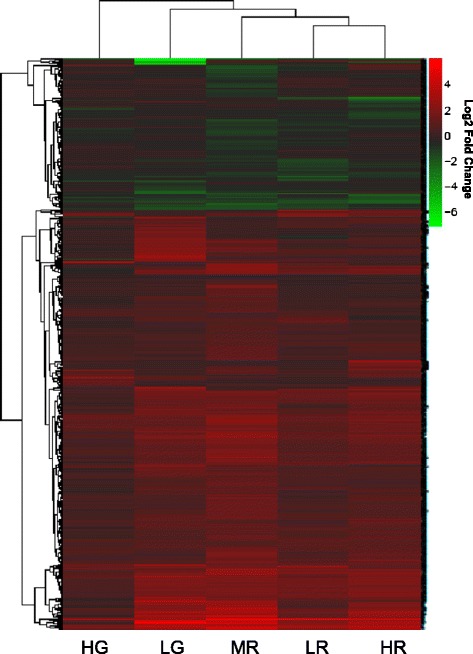
**Heatmap illustrating changes in expression level of all differentially expressed transcripts across treatment groups.** Data presented are the mean log2 fold change in expression level in each treatment group compared to the control. Hierarchical trees were generated using an Euclidean distance metric. Treatments are represented by the following codes: LR, MR and HR represent 0.01, 0.5 and 10 mg/L Roundup, and LG and HG represent 0.01 and 10 mg/L glyphosate.

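Across all shared transcripts HG correlates less with the other treatments than they do with each other, with Pearson r of 0.286 with LR, 0.330 with MR, 0.356 with HR and 0.261 with LG. Simulated groups with no exposure effect and the same controls gave a median of 0.329, again across transcripts, and all 4 values lie within the 0.147 to 0.481 of the splits of the controls. Over the 16 called transcripts in all 5 tables the order is another: HG has r 0.855, 0.854 and 0.868 with LR, MR and HR, and LG 0.598, 0.741 and 0.568. But these 16 come from only 9 components. With the median of each component HG has 0.753, 0.791 and 0.855 with them and LG 0.781, 0.864 and 0.787. There HG is closer than LG only to HR. Over the exact test's calls HG has 0.632, 0.590 and 0.639 with them and 0.451 with LG, where the 1080 transcripts with the smallest p in the simulated groups gave 0.488 to 0.641. For the 16 no such value was computed. Tested directly, 60420 transcripts in LG against HG gave 0 calls by the quasi-likelihood test, with 4756 at an unadjusted p below 0.05, and 61547 transcripts gave 24 calls by edgeR's exact test (11 higher in LG, 13 lower).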

The differentially regulated transcript profile for fish exposed to HG was relatively distinct from the other treatments, and there were also considerably fewer differentially expressed transcripts in this group (Figures 1, 2). The reasons for this are not clear, but technical differences in the sequencing or water chemistry, are unlikely to contribute to this outcome, due to the random assignment of samples during the library preparation and sequencing procedures and the very consistent measurement of glyphosate in the HG treatments (95% and 103% of nominal concentration for the two replicate tanks). 

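The mean absolute departure of a fish from the median log2 CPM of the other fish in its group, over 49650 transcripts, is 0.424 to 0.460 in HG and 0.334 to 0.440 in controls. Single fish of the other groups reach more, with MR fish 1 at 0.769, LG fish 1 at 0.804, LR fish 3 at 0.566, HR fish 3 at 0.546 and MR fish 4 at 0.527. Common BCV in the HG comparison is the lowest of the 5.

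**Figure D2:**
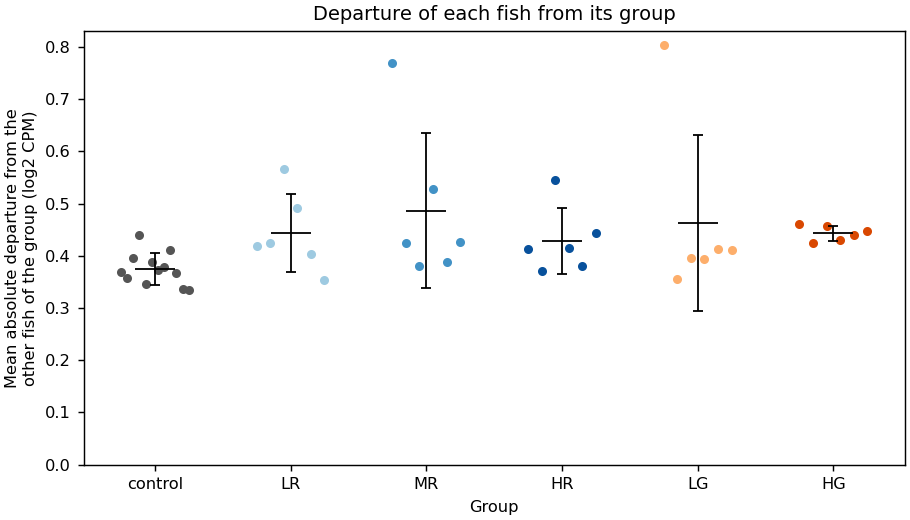
Mean absolute departure of each fish from the median log2 CPM of the other fish in its group; it reaches 0.804 in LG fish 1 and 0.769 in MR fish 1, and stays at or below 0.460 in HG.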

The consistency of expression profiles between individual fish in the HG group (Additional file 1: Figure S1) also suggests that high biological variation is unlikely to have limited statistical power for identifying differentially expressed transcripts. It is possible that different mechanisms of toxicity were induced by the LG and HG treatments, although the large difference in concentration between these treatments makes it difficult to draw firm conclusions. Non-monotonic dose response curves have been reported for a number of different environmental chemicals including Bisphenol A and DEHP [44,45]. For glyphosate and Roundup, different mechanisms of toxicity at different treatment concentrations have also been reported in cell line exposures including more acutely toxic effects, such as necrosis, at the highest treatment concentrations [20,21,23]. Following functional analysis, which is discussed below, we found that the transcript expression changes in the Roundup and LG treatments were characteristic of an extensive compensatory cellular stress response. Therefore, we hypothesise that in the HG treatment this response may have been depressed, potentially suggesting more acute toxicological effects at this concentration, and resulting in the distinct expression profile observed. It is also possible that a similar response occurred in Roundup-treated fish, as fewer changes in transcript expression were induced by the highest treatment concentration (Figure 1). Furthermore, herbicides are known to significantly modify the algal and microbial composition of an environmental or experimental system [46], potentially exerting indirect effects on exposed fish, and contributing to the different expression profiles observed.

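In the quasi-likelihood test 7.75% of the tested transcripts have an unadjusted p below 0.05 in LR, 8.93% in MR and 7.34% in HR. Counted as Trinity components, the calls of edgeR's exact test number 72 in LR, 398 in MR and 258 in HR. Both edgeR's exact test and DESeq2 call fewer transcripts in HR than in MR, and the quasi-likelihood test more. The order depends on the fish. When 1 treated fish is left out, the exact test calls from 45 (without MR fish 1) to 1069 (without MR fish 5) transcripts in MR, 352 without MR fish 4, 1067 without MR fish 3 and 971 without MR fish 2. In HR it calls from 18 (without HR fish 3) to 926 (without HR fish 5), 219 without HR fish 1 and 879 without HR fish 6. MR and HR were not compared directly.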

### Functional analysis and biological interpretation

Functional analysis of differentially expressed transcripts identified 68 over-represented GO terms (Biological Process, Molecular Function and Cellular Compartment), and 11 over-represented Kegg pathways (p < 0.05), across all treatments (Additional file 1: Table S2).

#### Oxidative stress, cellular stress response and apoptosis

We found evidence suggesting an up-regulation of the antioxidant system following both Roundup and glyphosate exposure. Glutathione reductase (*gsr*) was significantly up-regulated by MR, and there were increasing trends in expression of transcripts encoding for this enzyme in the other treatment groups. This key enzyme is responsible for the restoration of reduced glutathione (GSH), a major cellular antioxidant which neutralises ROS, and in the process is itself oxidised [47]. Additionally, three transcripts encoding heme oxygenase 1 (*hmox1*) were differentially-regulated by LG and MR. These proteins have roles as cellular anti-oxidants and in the maintenance of cellular redox balance, and have previously been shown to be amongst the most responsive markers of cellular oxidative stress [48,49]. 

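The more expressed of the 2 *gsr* transcripts (ENSDARG00000019236) averaged 9.39 ± 2.10 CPM in controls (n = 12) and 18.0 ± 9.35 CPM in MR (n = 6) (log2 fold change 0.94, SE 0.22, adjusted p = 0.195, exact permutation p = 0.00178), with 6 of 6 exposed fish above the control median and 3 above every control. Leaving out MR fish 4 lowers the log2 fold change to 0.65. The other transcript gave 0.86. FDR was 0.0201 by edgeR's exact test and 0.0286 by DESeq2. In LR, HR, LG and HG the log2 fold changes were 0.53, 0.29, 0.32 and -0.040 (adjusted p = 0.532, 0.871, 0.787 and 0.984, exact permutation p = 0.0239, 0.662, 0.108 and 0.719). Over the whole results text, 117 named genes reported here make 226 pairs of a gene and a treatment. The quasi-likelihood test calls 1 of them, edgeR's exact test 143 and DESeq2 72. Of the pairs 187 have an unadjusted p below 0.05, 89 an exact permutation p below 0.05, and 191 an FDR below 0.1 when adjusted over the list alone. The list alone means, here and below, all named pairs of a treatment, adjusted treatment by treatment. The genes were chosen by the study on these same fish, so none of these counts is independent evidence.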

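For the most expressed of 8 *hmox1* transcripts (ENSDARG00000027529) the means were 10.1 ± 5.25 CPM in controls (n = 12) and 26.6 ± 28.3 CPM in MR (n = 6) (log2 fold change 1.39, SE 0.47, adjusted p = 0.365, exact permutation p = 0.331, 5 of 6 fish above the control median), and 17.6 ± 19.2 CPM in LG (log2 fold change 0.78, adjusted p = 0.825, exact permutation p = 0.861, 3 of 6). The transcripts in Table S3 gave log2 fold changes of 1.43 to 1.61 in MR and 0.73 to 1.02 in LG, with exact permutation p from 0.0559 to 0.907. Without MR fish 6 the MR value is 0.71, and without LG fish 6 the LG value is 0.27. Of the 2 comparisons the quasi-likelihood test called 0 at FDR < 0.1 (1 at unadjusted p < 0.05), and edgeR's exact test and DESeq2 also 0; for the Table S3 transcripts the exact test called 3 of 6.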

Our data is therefore consistent with previous reports that glyphosate and Roundup induce oxidative stress in fish and other species, including at concentrations measured in the environment, potentially resulting in damage of DNA, lipids and proteins, and modulation of the cellular antioxidant system (e.g. [12-17]).

A number of transcripts encoding stress-response proteins were differentially expressed. These included hypoxia induced gene 1 (*hig1*) and hypoxia up-regulated protein 1 (*hyou1*) which were significantly up-regulated in the MR and LG treatments, respectively, and also showed increasing trends in expression in the other treatment groups. 

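*hyou1* (ENSDARG00000013670) averaged 4.60 ± 4.39 CPM in controls (n = 12) and 24.1 ± 48.8 CPM in LG (n = 6) (log2 fold change 2.39, SE 0.68, adjusted p = 0.465, exact permutation p = 0.158). LG fish 1 reached 124 CPM, the highest control 17.9; without that fish the log2 fold change is -0.13. *hig1* in MR rose from 2.25 ± 1.25 to 8.00 ± 13.8 CPM (log2 fold change 1.79, adjusted p = 0.339, exact permutation p = 0.284), and falls to 0.11 without MR fish 1. Both are called by edgeR's exact test (FDR 0.0337 and 0.0657) and neither by the quasi-likelihood test. In the other treatments *hyou1* had log2 fold changes of 0.61 (LR), 0.66 (MR), 0.81 (HR) and -0.40 (HG), and *hig1* 0.39 (LR), 0.75 (HR), 1.42 (LG) and 0.57 (HG).

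**Figure D3:**
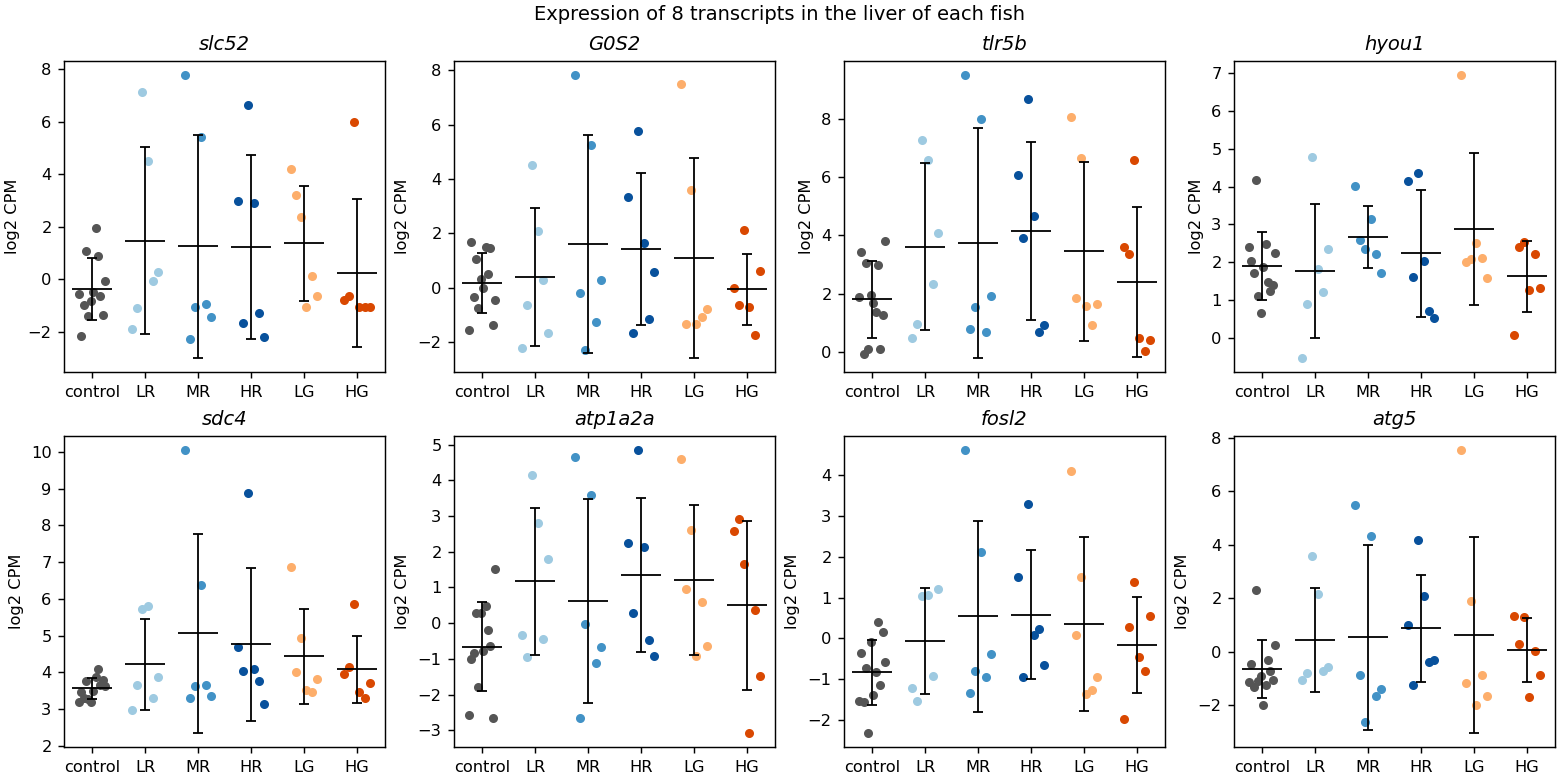
Log2 CPM of 8 named genes in every fish, with group mean and SD; the rise of hyou1 in LG, log2 fold change 2.39 with all fish, is carried by LG fish 1 at 6.95.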

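Among the heat shock genes, *hspa5* averaged 18.0 ± 11.3 CPM in controls (n = 12) and 98.9 ± 193 CPM in LG (n = 6) (log2 fold change 2.46, SE 0.62, adjusted p = 0.412, exact permutation p = 0.140), and without LG fish 1 its log2 fold change is 0.18. The same fish carries *dnajb11* (2.35, without it 0.12), *dnajc3* (1.56, 0.17) and *hspa13* (1.41, 0.083) in LG. *dnajb9* rose in MR (log2 fold change 1.86, adjusted p = 0.268, exact permutation p = 0.137, 4 of 6 fish above the control median), and gives 0.44 without MR fish 1. *hspb2* moved the other way: 1.08 ± 0.390 CPM in controls (n = 12) and 0.480 ± 0.232 CPM in MR (n = 6) (log2 fold change -1.15, SE 0.31, adjusted p = 0.245, exact permutation p = 3.23e-04), with 5 of 6 fish below every control and -1.40 to -0.97 when 1 fish is left out. At FDR < 0.1 the quasi-likelihood test called 0 of these 10 comparisons, with 10 at an unadjusted p below 0.05, and edgeR's exact test 7 and DESeq2 0. When adjusted over the list alone the count is 10. Over the 26 comparisons of Table S3 transcripts the exact test called 18 and DESeq2 1.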

Heat shock proteins (encoded by genes *hsp5, hsp13, hspb2, dnajb11, dnajb9, dnajc3*), which bind, stabilise and remove damaged proteins, were also differentially regulated across various treatment groups. The transcription factor tumour-suppressor protein p53 (*tp53*) was up-regulated in the LG treatment. p53 transcription has been previously associated with oxidative stress-induced genotoxicity, and mediates several cellular stress responses including arrest in the cell cycle, preventing mutation propagation, initiation of DNA repair mechanisms and initiation of apoptosis when DNA damage is extensive [47,50,51]. We also found evidence of differential regulation of transcripts involved in DNA-repair. For example, DNA damage-inducible transcripts (*ddit4, ddit4l*) were up-regulated by HG and LG, respectively, and DNA damage-inducible protein 4a (*gadd45a*) was down-regulated in MR, HR and LG.

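One *ddit4* transcript (ENSDARG00000037618) is the only one the quasi-likelihood test calls in HG: 0.329 ± 0.234 CPM in controls (n = 12) and 4.30 ± 6.82 CPM in HG (n = 6) (log2 fold change 3.68, SE 0.56, adjusted p = 0.0745, exact permutation p = 1.08e-04), with 5 of 6 fish above every control. HG fish 5 reaches 18.2 CPM, and without it the log2 fold change is 2.22 with an adjusted p of 0.287. The call is also lost without any 1 control but control fish 9. Of the 6 *ddit4* transcripts the most expressed, which lies on another Trinity component, did not rise (2.00 ± 0.730 and 1.77 ± 0.642 CPM, log2 fold change -0.18, adjusted p = 0.946, exact permutation p = 0.512). The median log2 fold change over all *ddit4* transcripts in HG is 1.66. *ddit4l* in LG had a log2 fold change of 2.06, SE 0.64, and -0.0012 without LG fish 1. *gadd45a* was lower in MR, HR and LG, from 1.96 ± 0.440 CPM in controls to 0.890 ± 0.645, 0.949 ± 0.472 and 1.12 ± 0.806 (log2 fold change -1.07, -1.07 and -0.78, adjusted p = 0.265, 0.264 and 0.647, exact permutation p = 0.00108, 9.70e-04 and 0.00619). Of the exposed fish 6, 6 and 5 of 6 lay below the control median, and no single fish changes the sign. For the most expressed transcripts the quasi-likelihood test left all 5 comparisons above an FDR of 0.1 (4 at unadjusted p < 0.05, 4 when adjusted over the list alone), while edgeR's exact test called 3 and DESeq2 2. For the Table S3 transcripts (7 comparisons) these counts are 6 and 4.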

Cellular stress response is mediated by a diverse array of interacting signalling pathways, and the nature of the response can vary depending on the degree and duration of the stress. For example, low concentrations of ROS tend to induce pro-survival signalling, while a greater degree of oxidative stress and cellular damage can promote apoptosis as a protective mechanism [47]. We found evidence of up-regulation of several of the major regulatory pathways responsible for cellular stress response and apoptosis following exposure to both glyphosate and Roundup, including mitogen-activated protein kinase (MAPK), tumour necrosis factor (TNF) and calcium signalling. MAPK signalling was over-represented in both the MR and LG treatments (Additional file 1: Table S2) where transcripts encoding p38- and JNK-related MAPK proteins (*mapk14a, mapk14b*, *mapk3k6*) were up-regulated. Additionally, a number of transcripts encoding MAPK-interacting serine/threonine kinases (*mknk1* and *mknk2b*) were up-regulated across LR, MR, HR and LG treatments. 

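Of these MAPK genes *map3k6* in LG had the lowest permutation p: 12.7 ± 3.60 CPM in controls (n = 12) and 23.3 ± 13.0 CPM in LG (n = 6) (log2 fold change 0.88, SE 0.22, adjusted p = 0.415, exact permutation p = 0.00108, 6 of 6 fish above the control median, and 0.51 without LG fish 1). In MR *mapk14a* averaged 3.43 ± 4.33 CPM against 1.14 ± 0.435 in controls (log2 fold change 1.54, adjusted p = 0.291, exact permutation p = 0.101), and *mapk14b* 29.8 ± 39.5 against 11.2 ± 3.24 (log2 fold change 1.41, adjusted p = 0.313, exact permutation p = 0.252). The 6 log2 fold changes lie between 0.66 and 1.54, all positive; without MR fish 1 those of *mapk14a* and *mapk14b* in MR are 0.65 and 0.38. Calls at FDR < 0.1 among the 6 comparisons numbered 0 by the quasi-likelihood test, 3 by edgeR's exact test and 1 by DESeq2. Of them 6 had an unadjusted p below 0.05, and 6 passed when adjusted over the list alone.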

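*mknk2b* (ENSDARG00000015164) in HR is the only gene of the results text whose most expressed transcript the quasi-likelihood test calls: 6.24 ± 1.19 CPM in controls (n = 12) and 13.0 ± 4.12 CPM in HR (n = 6) (log2 fold change 1.06, SE 0.16, adjusted p = 0.0817, exact permutation p = 1.62e-04), all 6 fish above the control median and 4 above every control. An isoform with lower counts is also called (0.87, adjusted p = 0.0954, exact permutation p = 1.08e-04). Without HR fish 3 the log2 fold change is 0.91 with an adjusted p of 0.223. The call is lost as well without HR fish 1 (1.08) or 4 (0.98), and without control fish 1 (1.02), 3 (1.04), 5 (1.05), 6 (1.05), 7 (1.06), 9 (1.04), 10 (1.04), 11 (1.04) or 12 (1.07), the log2 fold change without each being given in parentheses. In LR, MR and LG *mknk2b* gave 0.76, 0.72 and 0.77, the second being 0.33 without MR fish 1. *mknk1* gave 0.76, 2.46, 1.30 and 1.41 in LR, MR, HR and LG (exact permutation p = 0.0422, 0.0363, 0.0119 and 0.102), or 0.57, 0.82, 0.56 and 0.34 without LR fish 3, MR fish 1, HR fish 3 and LG fish 1. Of the 8 comparisons edgeR's exact test called 5, DESeq2 4 and the quasi-likelihood test 1. Over the 20 comparisons of Table S3 transcripts they called 12, 9 and 2.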

TNF signalling-related transcripts were also up-regulated including *tnfr14* (LR, MR, HR, LG), *tnip3, optn, sqstm1* (MR, HR, LG), *tnip2* (MR, HR) and *tnfr2, cd40*, *traf3, traf2b* (MR). 

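*tnfr14* rose from 1.10 ± 0.561 CPM in controls to 2.91 ± 2.20 in LR, 10.2 ± 18.4 in MR, 8.19 ± 15.1 in HR and 9.22 ± 17.6 in LG (log2 fold change 1.40, 3.16, 2.87 and 3.03, adjusted p = 0.371, 0.177, 0.178 and 0.294, exact permutation p = 0.00916, 0.0419, 0.0132 and 0.0137). Without the most influential fish of each group these are 1.01, 1.32, 0.86 and 0.91. *tnip2* in MR depends on MR fish 1 (3.25 with it, -0.019 without). *cd40* and *traf3* in MR gave 2.57 and 1.31, falling to 1.13 and 0.69 without the same fish. For *tnip1*, taken here for *tnip3*, which Table S3 does not list, *optn* and *traf2b* the most expressed transcripts gave 0.16, 0.83 and 0.029 in MR (0.049, 0.23 and -0.18 without the most influential fish of each), and the listed isoforms 0.53 to 1.61, 0.74 to 1.45 and 1.29. *sqstm1* gave 0.64, 0.41 and 0.19 in MR, HR and LG, its listed transcripts 0.97 to 1.97. The name *tnfr2* could not be paired with a transcript. By edgeR's exact test 8 of the 18 were called at FDR < 0.1 and by DESeq2 5, against 0 by the quasi-likelihood test, which put 10 at an unadjusted p below 0.05 and 11 under the threshold when adjusted over the list alone. With Table S3 transcripts the 2 numbers are 24 and 14 of 38.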

TNF signalling has previously been reported to be modulated in rats exposed to both glyphosate and Roundup, in association with oxidative stress [18]. 

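*atp2a2a* (ENSDARG00000029439) averaged 3.37 ± 1.46 CPM in controls (n = 12) and 9.56 ± 9.56 CPM in MR (n = 6) (log2 fold change 1.48, SE 0.39, adjusted p = 0.238, exact permutation p = 0.0148, 4 of 6 fish above every control), and 12.3 ± 18.9 CPM in LG (log2 fold change 1.84, adjusted p = 0.436, exact permutation p = 0.0302). *atp2a2b* gave 1.11 in MR and 1.14 in LG (exact permutation p = 0.0394 and 0.232). LG fish 1 carries much of the LG values, which without it are 0.44 and -0.10. Without MR fish 1 *atp2a2b* gives 0.51 in MR. For *atp2a2a* in MR the lowest value with 1 fish left out is 0.78. In LR, HR and HG the log2 fold changes were 0.78, 1.20 and 0.085 for *atp2a2a* and 0.37, 0.62 and 0.12 for *atp2a2b*. Among 4 comparisons, 4 had an unadjusted quasi-likelihood p below 0.05 and 0 an FDR below 0.1. The calls were 2 by edgeR's exact test, 1 by DESeq2 and 4 when adjusted over the list alone. Taking the 10 comparisons of Table S3 transcripts instead, the exact test called 7 and DESeq2 3.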

Calcium signalling was over-represented in fish exposed to LG, and transcripts with roles in maintaining calcium homeostasis were significantly up-regulated including Ca^2+^ transporting ATPases (*atp2a2a, atp2a2b*) in LG and MR, with increasing trends in the other treatment groups. 

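*clstn1* rose in LG from 1.41 ± 0.519 to 3.44 ± 2.93 CPM (log2 fold change 1.26, SE 0.36, adjusted p = 0.470, exact permutation p = 0.0321), 4 of 6 fish lying above every control, and *chp1* in MR from 2.08 ± 0.529 to 4.12 ± 2.71 (log2 fold change 0.95, adjusted p = 0.258, exact permutation p = 0.0112); without LG fish 1 and MR fish 1 they give 0.71 and 0.59. For *calcrla* and *tescb* in LG the most expressed transcripts gave 0.20 and 1.39, or 0.066 and -0.20 without LG fish 4 and LG fish 1. Their Table S3 transcripts gave 1.14 (exact permutation p = 2.15e-04) and 1.95 (exact permutation p = 0.0532). In edgeR the quasi-likelihood test called 0 of 4 at FDR < 0.1 (3 at unadjusted p < 0.05, 3 adjusted over the list alone) and the exact test 2, and DESeq2 called 1. Among 4 comparisons of Table S3 transcripts, 4 were called by the exact test and 2 by DESeq2.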

Calsynterin (*clstn1*), calcitonin receptor (*calcrla*) and tescalcin (*tescb*) were also up-regulated by LG, and calcineurin-like (*chp1*) was up-regulated by MR. 

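*cacng6b* fell in LR from 1.90 ± 0.493 (n = 12) to 0.809 ± 0.374 CPM (n = 6, log2 fold change -1.22, SE 0.26, adjusted p = 0.190, exact permutation p = 2.15e-04), with 5 of 6 fish below every control and log2 fold changes of -1.41 to -1.05 when 1 fish is left out. *hpcl1* averaged 2.88 ± 0.835 CPM in controls, 1.46 ± 0.728 in MR (log2 fold change -0.97, adjusted p = 0.244, exact permutation p = 0.00119) and 1.67 ± 0.383 in HR (log2 fold change -0.79, adjusted p = 0.284, exact permutation p = 9.16e-04); 4 of 6 fish in each group lay below every control. DESeq2 called 2 of the 3 at FDR < 0.1, edgeR's exact test 3 and its quasi-likelihood test 0, the last with 3 at an unadjusted p below 0.05 and 3 when adjusted over the list alone.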

Calcium channel (*cacng6b)* was down-regulated by LR, while hippocalcin (*hpcl1*) was down-regulated by MR and HR. Additionally, transcripts encoding components of transcription factors known to be induced by ROS and important in the regulation of cellular stress response and apoptosis were differentially expressed. In particular, Fos-like antigen 2 (*fosl2*) and activating transcription factor 3 (*atf3*), which are key components of the transcription factor AP-1, were some of the most up-regulated transcripts across MR,HR and LG treatments, by 4.6-6.4 and 3.9-5.4 fold respectively. In addition, three key members of the nuclear factor kappa N (NF-κB) family (*nfkb2, rela, relb*) were up-regulated in fish across LR, MR, HR and LG treatments.

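The most expressed *fosl2* transcript (ENSDARG00000040623) averaged 0.531 ± 0.343 CPM in controls (n = 12) and 5.08 ± 9.61 CPM in MR (n = 6) (log2 fold change 3.18, SE 0.73, adjusted p = 0.195, exact permutation p = 0.0666), 2.56 ± 3.59 in HR (log2 fold change 2.24, adjusted p = 0.264, exact permutation p = 0.0159) and 3.63 ± 6.66 in LG (log2 fold change 2.72, adjusted p = 0.412, exact permutation p = 0.0951). *atf3* had log2 fold changes of 2.95, 2.10 and 2.00 in MR, HR and LG (SE 0.69, 0.55 and 0.55, exact permutation p = 0.0948, 0.0391 and 0.0648). For both genes the rise is uneven among fish. Without MR fish 1, HR fish 3 and LG fish 1 the values are 1.16, 1.07 and 0.84 for *fosl2* and 1.10, 0.71 and 0.92 for *atf3*. All 4 *fosl2* transcripts rose, by log2 fold changes of 2.12 to 4.33. At FDR < 0.1 the quasi-likelihood test called 0 of these 6 comparisons, with 6 at an unadjusted p below 0.05, and edgeR's exact test 6 and DESeq2 3. When adjusted over the list alone the count is 6. Over the 12 comparisons of Table S3 transcripts the exact test called 12 and DESeq2 5.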

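*relb* in HR had the lowest permutation p of the 12 comparisons, at 2.66 ± 1.10 CPM in controls (n = 12) and 8.92 ± 9.80 CPM in HR (n = 6) (log2 fold change 1.74, SE 0.39, adjusted p = 0.233, exact permutation p = 0.00366, all 6 fish above the control median). Its values in LR, MR and LG were 0.83, 2.22 and 1.63. *rela* gave 0.30, 1.27, 0.81 and 1.35 and *nfkb2* 0.23, 1.40, 1.15 and 1.01 in LR, MR, HR and LG. In LR the SEs of *nfkb2* and *rela* are 0.27 and 0.19. Without the most influential fish of each group the values in LR, MR, HR and LG are 0.31, 0.38, 0.91 and 0.77 for *relb*, 0.43, 0.34, 0.52 and 0.17 for *rela* and -0.11, 0.19, 0.44 and 0.19 for *nfkb2*. The quasi-likelihood test left all 12 above an FDR of 0.1 (10 at unadjusted p < 0.05, 10 when adjusted over the list alone), while edgeR's exact test called 6 and DESeq2 3. For the Table S3 transcripts (44 comparisons) these counts are 22 and 12.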

The *apoptosis* Kegg pathway displaying a summary of differentially regulated genes and processes across treatment groups is shown in Figure 3. In addition to the signalling pathways discussed above that can regulate apoptosis in a positive or negative way, transcript profiling also revealed up-regulation of a number of factors that specifically promote apoptosis. 

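*aifm2* (ENSDARG00000077549) averaged 6.05 ± 1.07 CPM in controls (n = 12) and 9.89 ± 2.81 CPM in MR (n = 6) (log2 fold change 0.70, SE 0.15, adjusted p = 0.192, exact permutation p = 3.77e-04), all 6 fish above the control median, 4 above every control, and 0.56 to 0.78 when 1 fish is left out. In LR, HR, LG and HG its log2 fold changes were 0.65, 0.33, 0.55 and 0.33 (exact permutation p = 2.69e-04, 0.167, 0.131 and 0.150). *card14* rose less evenly, by 1.74 (SE 0.56) in MR and 1.85 (SE 0.51) in HR, or 0.76 and 0.73 without MR fish 1 and HR fish 3. Calls at FDR < 0.1 among the 3 comparisons numbered 0 by the quasi-likelihood test, 3 by edgeR's exact test and 2 by DESeq2. Of them 3 had an unadjusted p below 0.05, and 3 passed when adjusted over the list alone. Table S3 transcripts of these genes, 5 comparisons, gave 4 calls by the exact test and 2 by DESeq2.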

Mitochondrion-associated apoptosis-inducing factor (*aifm2*), an intrinsic signalling factor controlling apoptosis, was significantly up-regulated by MR treatment and there were increasing trends in all other treatment groups, while caspase recruitment domain-containing protein 14 (*card14*), which interacts with members of the Bcl family, and is a positive regulator of apoptosis, was up-regulated by MR and HR. With regard to the extrinsic signalling control of apoptosis, two transcripts encoding lymphocyte G0/G1 switch protein 2 (*G0S2*) were amongst the most strongly up-regulated transcripts (7–25 fold by MR, HR and LG treatments). This gene has been found to strongly promote apoptosis by binding Bcl-2 and inhibiting its anti-apoptotic activity, through induction by TNF signalling and NF-kB activity [52,53]. In addition, programmed cell death protein 6 (*pcdp6*) and cytotoxic granule-associated RNA binding protein (*tia1*), which are also pro-apoptotic factors and interact with the TNF family Fas-receptor, were up-regulated by MR. 

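*G0S2* averaged 1.33 ± 1.01 CPM in controls (n = 12) and 44.4 ± 90.5 in MR, 11.5 ± 21.3 in HR and 32.3 ± 72.8 in LG (n = 6 each). Log2 fold changes were 5.06, 3.11 and 4.59 (SE 1.00, 0.75 and 0.98, adjusted p = 0.177, 0.264 and 0.298, exact permutation p = 0.256, 0.193 and 0.473). In each group 2 of 6 fish exceeded every control. Without MR fish 1, HR fish 3 and LG fish 1 the values are 2.59, 1.12 and 1.05, and the second transcript of the gene gives nearly the same changes. By edgeR's exact test 3 of the 3 were called at FDR < 0.1 and by DESeq2 2, against 0 by the quasi-likelihood test, which put 3 at an unadjusted p below 0.05 and 3 under the threshold when adjusted over the list alone. With Table S3 transcripts the 2 numbers are 6 and 4 of 6.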

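*pdcd6* (so spelled in Table S3) averaged 2.66 ± 0.511 CPM in controls (n = 12) and 5.52 ± 4.90 CPM in MR (n = 6) (log2 fold change 1.02, SE 0.28, adjusted p = 0.256, exact permutation p = 0.00549), with all 6 fish above the control median and 0.41 without MR fish 1. Table S3 does not list *tia1*. Its relative *tial1*, taken here for it, gave in the listed isoform 0.93 (SE 0.25, adjusted p = 0.244, exact permutation p = 0.00215) and the most expressed of 20 transcripts 0.20 (exact permutation p = 0.247, 0.077 without MR fish 4). FDR by edgeR's exact test was 0.0525 and 0.0713 for the 2 listed transcripts.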

Transcripts encoding sphingomyelin synthase 2 (*sgms2*) and sphingomyelin phosphodiesterase 5 (*smpd5*), which are both important in the generation of pro-apoptotic ceramide, were up-regulated by MR, and by MR and HR, respectively. These results align strongly with previous research, where glyphosate and various Roundup formulations have been shown to cause an increase in the rate of apoptosis in various human cell lines, characterised by elevated caspase activity [20,21,23,24], altered Bcl protein activity and loss of mitochondrial integrity [22]. Additionally, we found some evidence of an increase in autophagy, another form of programmed cell death, which is regulated by many of the same pathways that regulate apoptosis [53]. 

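*sgms2* rose in MR from 0.812 ± 0.498 (n = 12) to 2.87 ± 3.31 CPM (n = 6, log2 fold change 1.77, SE 0.56, adjusted p = 0.320, exact permutation p = 0.140, 4 of 6 fish above the control median, 1.21 without MR fish 4). *smpd5* gave 0.96 in MR and 1.33 in HR (SE 0.37 and 0.49, exact permutation p = 0.109 and 0.371) for its most expressed transcript and 1.40 to 1.80 for those of Table S3. Without HR fish 3 the HR value is -0.015, and the MR value with 1 fish left out is 0.49 at the lowest. Among 3 comparisons, 3 had an unadjusted quasi-likelihood p below 0.05 and 0 an FDR below 0.1. The calls were 1 by edgeR's exact test, 0 by DESeq2 and 3 when adjusted over the list alone. Taking the 5 comparisons of Table S3 transcripts instead, the exact test called 5 and DESeq2 2.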

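*atg5* averaged 0.827 ± 1.28 CPM in controls (n = 12) and 31.8 ± 75.7 CPM in LG (n = 6), with LG fish 1 at 186 CPM and the highest control at 4.82. Log2 fold changes were 3.75 in MR, 2.40 in HR and 5.30 in LG (SE 0.92, 0.70 and 1.10, adjusted p = 0.211, 0.354 and 0.298, exact permutation p = 0.317, 0.0403 and 0.312). Without the fish that matters most in each group, MR fish 1, HR fish 3 and LG fish 1, they are 2.38, 0.88 and 0.29. In edgeR the quasi-likelihood test called 0 of 3 at FDR < 0.1 (3 at unadjusted p < 0.05, 3 adjusted over the list alone) and the exact test 3, and DESeq2 called 1. Among 6 comparisons of Table S3 transcripts, 5 were called by the exact test and 2 by DESeq2.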

Autophagy related homolog 5 (*atg5*) was amongst the most up-regulated transcripts (5–35 fold) by MR, HR and LG treatments.

**Figure 3:**
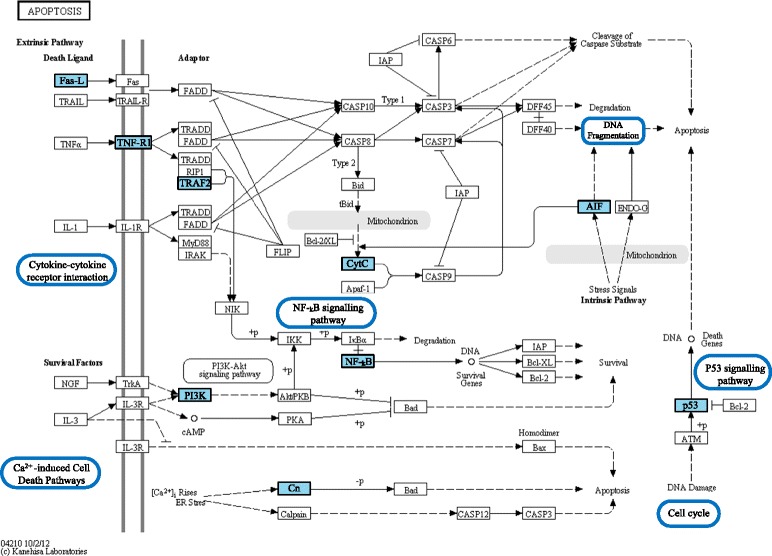
**Kegg pathway representing** ***Apoptosis*** **, which was found to be over-represented in the list of differentially-regulated transcripts across treatment groups.** Analysis was conducted using the Database for Annotation, Visualization and Integrated Discovery (DAVID)^42^ v6.7, using the *de novo* assembled liver transcriptome generated in this study as a background. Differentially expressed transcripts and enriched related processes from all glyphosate and Roundup treatments are highlighted in blue.

Overall, these data indicate that both glyphosate and Roundup induced cellular stress response mechanisms. We hypothesise that this resulted from the generation of oxidative stress, and this hypothesis is summarised in the schematic pathway presented in Figure 4. There was some evidence of differential modulation of the regulatory signalling pathways between treatment groups which may reflect dose-specific effects, including a differential balance between pro-survival and pro-apoptotic pathways following exposures to low concentrations versus high concentrations of Roundup and glyphosate. Specifically, transcriptional changes suggest a shift towards pro-apoptotic cellular stress response pathways in fish exposed to MR and HR, and to a lesser extent, LG. 

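In LR, genes named for apoptosis and autophagy in the other groups gave log2 fold changes of 1.23 (*card14*), 1.87 (*G0S2*), 1.91 (*atg5*), 0.28 (*pdcd6*), 0.74 (*sgms2*) and 0.91 (*smpd5*). *aifm2*, whose value in LR is given above, also rose, with a lower exact permutation p than *G0S2* or *atg5*. *G0S2* and *atg5* had exact permutation p = 0.780 and 0.129 (adjusted p = 0.556 and 0.527), with 2 and 1 of 6 fish above every control. Without LR fish 3 the changes are -0.17 and 0.62. FDR by edgeR's exact test was 0.348 for *G0S2* and 0.293 for *atg5*, with SEs of 0.73 and 0.70.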

Although apoptosis-regulating pathways were affected by LR exposure, we found fewer changes in expression of pro-apoptosis factors than in the other treatment groups. This may suggest a dominance of pro-survival stress response mechanisms at lower treatment concentrations of Roundup, which is likely to generate lower levels of oxidative stress. Additionally, these differences in cellular responses, together with the greater number of differentially-regulated transcripts in the LG group compared to the LR group, also suggests that glyphosate is likely more toxic to brown trout than Roundup formulation containing equivalent concentrations of glyphosate. This contrasts with a number of previous reports which reported that formulated glyphosate herbicides are more toxic than glyphosate alone, but agrees with evidence suggesting that pure glyphosate had greater reproductive toxicity than Roundup in breeding zebrafish [28].

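Compared directly (n = 6 in each), LG and LR differ in 0 of 60420 transcripts by the quasi-likelihood test, with 1966 at an unadjusted p below 0.05, and in 13 of 61030 by edgeR's exact test, 6 higher and 7 lower in LG. Against controls, the exact test calls transcripts of 208 Trinity components in LG and 72 in LR. The quasi-likelihood test and DESeq2 call fewer transcripts in LG than in LR. With all groups fitted together, however, the quasi-likelihood test calls 7 in LG and 5 in LR. Without LG fish 1 the exact test calls fewer transcripts in LG than it does in LR without LR fish 3.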

**Figure 4:**
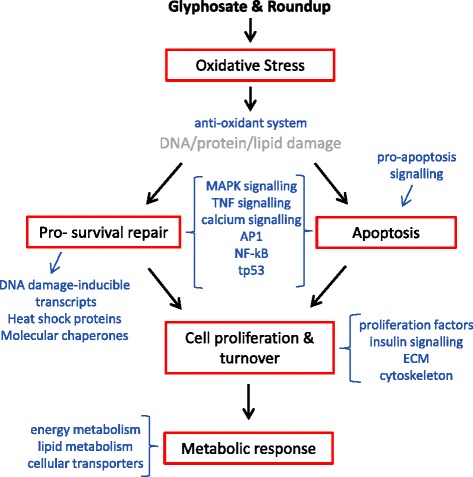
**Schematic illustrating oxidative stress as a central mechanism of glyphosate and Roundup toxicity, and the compensatory processes affected which are consistent with an associated cellular stress response in brown trout.** Blue text indicates the key regulated signalling pathways and functional gene groups associated with each process.

#### Cell proliferation and turnover

Transcript expression analysis revealed some evidence of up-regulation of cell proliferation in response to Roundup and glyphosate treatment. In particular, up-regulator of cell proliferation (*urgcp*) expression was increased in LG, while early growth response 1 (*erg1*) and connective tissue growth factor (*ctgfa*) were increased in MR and LG. In addition, syndecan (*sdc4*), a G-protein cell surface co-receptor that interacts with various growth factors was up-regulated by up to 10-fold in the LR, MR, HR and LG treatments. 

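*ctgfa* in LG averaged 8.09 ± 2.65 CPM in controls (n = 12) and 22.8 ± 28.0 CPM in LG (n = 6) (log2 fold change 1.49, SE 0.38, adjusted p = 0.412, exact permutation p = 0.0126, 3 of 6 fish above every control, 0.51 without LG fish 1). In MR it gave 1.36, and 0.0011 without MR fish 1. *egr1*, as Table S3 spells the second gene, gave 2.40 in MR and 3.20 in LG (SE 0.71 and 0.75, exact permutation p = 0.376 and 0.190), but -0.35 and -9.0e-04 without the same 2 fish. Of 13 *urgcp* transcripts the most expressed gave 0.45 (-0.025 without LG fish 1) and that in Table S3 1.65. DESeq2 called 0 of the 5 at FDR < 0.1, edgeR's exact test 4 and its quasi-likelihood test 0, the last with 4 at an unadjusted p below 0.05 and 4 when adjusted over the list alone. In the 9 comparisons of Table S3 transcripts DESeq2 called 0 and the exact test 8.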

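The *sdc4* transcript averaged 11.7 ± 2.41 CPM in controls (n = 12), 25.4 ± 22.3 in LR, 197 ± 421 in MR, 91.9 ± 186 in HR and 33.1 ± 41.2 in LG (n = 6 each). Log2 fold changes were 1.11, 4.05, 2.94 and 1.45 (SE 0.32, 0.73, 0.59 and 0.37, adjusted p = 0.443, 0.177, 0.178 and 0.412, exact permutation p = 0.0748, 0.0664, 0.0169 and 0.0219), with 4, 4, 5 and 4 of 6 fish above the control median. Leaving out LR fish 4, MR fish 1, HR fish 3 and LG fish 1 in turn gives 0.73, 1.08, 0.43 and 0.46. At FDR < 0.1 the quasi-likelihood test called 0 of these 4 comparisons, with 4 at an unadjusted p below 0.05, and edgeR's exact test 3 and DESeq2 0. When adjusted over the list alone the count is 4.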

The insulin signalling pathway, important in the promotion of cellular growth, as well as lipid and energy metabolism and homeostasis, was also over-represented. 

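*insig1* in MR rose from 0.459 ± 0.309 (n = 12) to 1.16 ± 0.700 CPM (n = 6, log2 fold change 1.33, SE 0.39, adjusted p = 0.271, exact permutation p = 0.00528, 5 of 6 fish above the control median). In HR the most expressed transcripts of *IRS2* and *IRS4* gave 0.54 and 0.41 (exact permutation p = 0.00700 and 0.0964), and those of Table S3 1.29 and 1.07. For *igfbp1a* the main transcript, at 57.4 ± 65.2 CPM in controls, gave -0.11 in MR and 0.10 in LG (SE 0.58 and 0.53, the latter -0.29 without LG fish 1), while the listed isoforms gave 0.99 to 3.36. The quasi-likelihood test left all 5 above an FDR of 0.1 (2 at unadjusted p < 0.05, 2 when adjusted over the list alone), while edgeR's exact test called 1 and DESeq2 0. For the Table S3 transcripts (7 comparisons) these counts are 4 and 0.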

Within these pathways, insulin-induced gene 1 (*insig1*) and insulin receptor substrates (*IRS2, IRS4*) were up-regulated in the MR and HR treatments respectively, while insulin-like growth factor binding protein (*igfbp1a*) was up-regulated by MR and LG. Various transcripts associated with the cytoskeleton were also differentially regulated, including several involved in regulating actin filament dynamics and reorganisation. These included *nav2* (down-regulated in MR group), *synpo2* (up-regulated in MR), *syncrip* (up-regulated in MR and LG), *ssh2b* (up-regulated in LR, MR, HR and LG), *fnbp* (down-regulated in MR and HR), *wasb* (down-regulated in HG) and *antxr1* (up-regulated in MR and MG). 

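*wasb* in HG averaged 1.28 ± 0.395 CPM in controls (n = 12) and 0.491 ± 0.212 CPM in HG (n = 6) (log2 fold change -1.39, SE 0.29, adjusted p = 0.455, exact permutation p = 2.15e-04), with 4 of 6 fish below every control and -1.55 to -1.25 when 1 fish is left out. *ssh2b* rose in LR, MR, HR and LG by log2 fold changes of 0.97, 1.29, 1.59 and 1.19 (adjusted p = 0.277, 0.244, 0.178 and 0.464, exact permutation p = 0.00280, 0.0382, 0.00695 and 0.0177), 5, 3, 5 and 3 of 6 fish exceeding every control. Without LR fish 2, MR fish 1, HR fish 3 and LG fish 1 they are 1.12, 0.92, 1.05 and 0.58. *nav2* in MR gave -1.48 and *fnbp1* -1.40 in MR and -1.51 in HR; no left-out fish changes these signs. *synpo2*, *syncrip* and *antxr1* in MR gave 0.40, -0.22 and 0.83 for the most expressed transcript (0.23, -0.35 and 0.20 without 1 fish), and 0.83, 1.37 to 1.71 (MR and LG) and 1.08 for those in Table S3. Calls at FDR < 0.1 among the 12 comparisons numbered 0 by the quasi-likelihood test, 8 by edgeR's exact test and 5 by DESeq2. Of them 9 had an unadjusted p below 0.05, and 9 passed when adjusted over the list alone. Table S3 transcripts of these genes, 25 comparisons, gave 20 calls by the exact test and 12 by DESeq2.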

Intermediate filament related transcript (*evpla*) and microtubule associated transcript (*mapre1b*) were also up-regulated in MR and HR, and MR, respectively.

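The most expressed of 3 *evpla* transcripts averaged 5.22 ± 1.32 CPM in controls, 5.61 ± 2.49 in MR and 4.93 ± 0.559 in HR, with log2 fold changes of 0.11 and -0.092 (-0.065 and -0.060 without MR fish 2 and HR fish 3), while those in Table S3 rose by 1.15 to 1.50 (exact permutation p from 0.0575 to 0.303). For *mapre1b* in MR the listed transcript gave 1.05 (adjusted p = 0.250, exact permutation p = 0.00140) and the most expressed of 14 gave 0.29 (exact permutation p = 0.195, 0.12 without MR fish 1). Of the 5 comparisons of Table S3 transcripts the exact test called 3 and DESeq2 and the quasi-likelihood test 0, with 5 at an unadjusted p below 0.05. None of the 3 comparisons of the most expressed transcripts was called at FDR < 0.1 by edgeR's exact test, DESeq2 or the quasi-likelihood test, and 0 had an unadjusted quasi-likelihood p below 0.05 or passed when adjusted over the list alone.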

GO terms related to the extracellular matrix (ECM) were amongst the most significantly enriched, especially in the MR group. Changes in the regulation of ECM components, which have important roles in cellular proliferation and growth, cell signalling and regulation of the cell cycle, may be associated with an increased rate of cell turnover. In particular, a number of transcripts encoding collagens (*col1a1a, col1a1b, col1a2, col6a2, col6a3, col8a1a, col16a1*) were down-regulated by MR, while *col13a1* was up-regulated by HR and collagen binding protein (*col4a3bp*) was up-regulated by MR. 

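*col1a1b* and *col1a2*, the most abundant of the collagens, averaged 67.7 ± 13.9 and 70.2 ± 13.8 CPM in controls and 42.2 ± 13.5 and 43.4 ± 13.4 in MR (log2 fold change -0.68 and -0.69, SE 0.18 and 0.18, adjusted p = 0.244 and 0.224, exact permutation p = 2.15e-04 and 7.54e-04). *col1a1a*, *col6a2* and *col6a3* gave -0.79, -0.76 and -0.63. For these 5 genes all 6 MR fish lay below the control median, and leaving out 1 fish keeps every value between -0.88 and -0.50. *col16a1* gave -0.60 (-0.38 without MR fish 5), its Table S3 transcript -1.39; *col8a1a* gave 0.31 (exact permutation p = 0.399, 0.094 without MR fish 1). *col4a3bp* gave 0.059 (-0.10 without MR fish 2), and 1.81 for the listed isoform (exact permutation p = 0.0123). A transcript named *col13a1* is among the calls of Table S3 only for HG, so its change in HR was not examined. Among 8 comparisons, 5 had an unadjusted quasi-likelihood p below 0.05 and 0 an FDR below 0.1. The calls were 2 by edgeR's exact test, 4 by DESeq2 and 5 when adjusted over the list alone. Taking the 13 comparisons of Table S3 transcripts instead, the exact test called 12 and DESeq2 10.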

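*mmp9* (ENSDARG00000042816) rose from 0.982 ± 0.483 CPM in controls (n = 12) to 2.48 ± 1.97 in LR, 6.78 ± 10.2 in MR, 4.22 ± 6.25 in HR and 1.93 ± 2.14 in LG (n = 6 each, log2 fold change 1.36, 2.75, 2.08 and 0.94, adjusted p = 0.459, 0.195, 0.264 and 0.728, exact permutation p = 0.0668, 0.0654, 0.0185 and 0.302). *mmp13a* gave 1.32, 2.19, 1.76 and 0.42 (SE 0.49, 0.69, 0.55 and 0.44). The most influential fish are LR fish 3, MR fish 1, HR fish 3 and LG fish 1, without which *mmp9* gives 1.00, 1.60, 0.75 and 0.19. *mmp13a* gives 1.00, 1.35, 0.70 and 0.16 without LR fish 3, MR fish 1, HR fish 3 and LG fish 1. The name *mmp13* has no transcript of its own. In edgeR the quasi-likelihood test called 0 of 8 at FDR < 0.1 (7 at unadjusted p < 0.05, 7 adjusted over the list alone) and the exact test 3, and DESeq2 called 2. Among 20 comparisons of Table S3 transcripts, 10 were called by the exact test and 3 by DESeq2.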

A number of transcripts encoding matrix metalloproteinase collagenases (*mmp9, mmp13a, mmp13*) were also up-regulated across LR, MR, HR and LG treatments by 3–5 fold. Additionally, collagen metabolism is a specific target of oxidative stress; ROS are known to both inhibit collagen transcription and increase collagenase activity [54] and collagenases are suspected to contain antioxidant-response elements (AREs) [49]. In addition to collagen degradation, collagenases are also important in the cleavage and activation of molecules involved in regulation of apoptosis and immune response [54]. 

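*lamb1b* averaged 7.80 ± 0.853 CPM in controls (n = 12) and 5.08 ± 1.32 CPM in MR (n = 6) (log2 fold change -0.61, SE 0.14, adjusted p = 0.195, exact permutation p = 1.62e-04) and *lama4* 9.30 ± 1.94 and 6.04 ± 1.54 CPM (log2 fold change -0.62, adjusted p = 0.245, exact permutation p = 0.00119); in both 5 of 6 MR fish lay below every control. *itgax* rose from 1.59 ± 0.543 CPM to 3.95 ± 3.46, 3.20 ± 1.33 and 3.19 ± 1.50 in LR, MR and HR (log2 fold change 1.29, 0.97 and 0.96, exact permutation p = 0.0257, 0.0117 and 0.00404), 4 of 6 fish in each group exceeding every control. *fndc3a* in LR gave 0.063 for the most expressed transcript and 0.89 for that of Table S3 (exact permutation p = 5.39e-05, the smallest possible). No left-out fish changes the sign of *lama4*, *lamb1b* or *itgax*, but *itgax* gives 0.71, 1.16 and 0.71 without LR fish 3, MR fish 5 and HR fish 1, and the most expressed *fndc3a* transcript -0.019 without LR fish 1. DESeq2 called 3 of the 6 at FDR < 0.1, edgeR's exact test 4 and its quasi-likelihood test 0, the last with 5 at an unadjusted p below 0.05 and 5 when adjusted over the list alone. In the 6 comparisons of Table S3 transcripts DESeq2 called 4 and the exact test 6.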

Other differentially regulated, interacting, ECM components include laminins (*lama4, lamb1b*; down-regulated by MR), integrin (*itgax;* up-regulated by LR, MR and HR) and fibronectin (*fndc3a*; up-regulated by LR).

A balance between programmed cell death and cell proliferation is essential for the maintenance of tissue homeostasis, and both processes are regulated by integrated, complex, signalling pathways with a considerable degree of crosstalk. It is also known that an increased rate of cell proliferation can accompany increased apoptosis to maintain tissue homeostasis [50,51]. Therefore, we hypothesise that this evidence of an up-regulation of cellular growth and proliferation, together with over-representation of terms related to the cytoskeleton and the ECM, may reflect a compensatory response to increased cellular loss through apoptosis.

#### Metabolic processes

Several transcripts encoding riboflavin transporters (*slc52a3* and *rft2*) were the most up-regulated transcripts, ranging from 5–30 fold increases across all five treatment groups. 

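The riboflavin transporter transcripts bear the name *slc52* in Table S3 (ENSDARG00000018980). The more expressed of 2 averaged 0.951 ± 1.04 CPM in controls (n = 12) and 27.7 ± 56.1, 44.0 ± 87.6, 19.5 ± 40.0, 5.72 ± 7.02 and 11.0 ± 25.9 in LR, MR, HR, LG and HG (n = 6 each). Log2 fold changes were 4.94, 5.57, 4.40, 2.61 and 3.58 (SE 0.95, 1.08, 0.91, 0.66 and 0.91, adjusted p = 0.136, 0.177, 0.178, 0.412 and 0.631, exact permutation p = 0.0982, 0.221, 0.163, 0.0401 and 0.615). Above the control median were 4, 2, 3, 4 and 1 of 6 fish. The HG value comes from HG fish 3 at 63.9 CPM; without it the log2 fold change is -1.17. Without the most influential fish of LR, MR, HR and LG the values are 2.46, 3.27, 1.74 and 1.81. At FDR < 0.1 the quasi-likelihood test called 0 of these 5 comparisons, with 5 at an unadjusted p below 0.05, and edgeR's exact test 5 and DESeq2 3. When adjusted over the list alone the count is 5. Over the 10 comparisons of Table S3 transcripts the exact test called 10 and DESeq2 6.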

Riboflavin (vitamin B2) is the central component of the flavoproteins, flavin adenine dinucleotide (FAD) and flavin mononucleotide (FMN) [55]. Four transcripts encoding riboflavin kinase (*rfk*), a key enzyme in FMN and FAD synthesis, were additionally all up-regulated by a minimum of 2.5 fold by LR, MR, HR and LG. These strong and consistent changes in transcript expression suggest that increased synthesis of flavoproteins was a key response in brown trout exposed to Roundup and glyphosate. 

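*rfk* averaged 9.93 ± 5.91 CPM in controls (n = 12), 33.8 ± 48.6 in LR, 61.5 ± 107 in MR, 34.3 ± 49.0 in HR and 30.1 ± 37.5 in LG (n = 6 each, log2 fold change 1.77, 2.61, 1.76 and 1.56, adjusted p = 0.462, 0.226, 0.332 and 0.555, exact permutation p = 0.275, 0.240, 0.0460 and 0.113). The most expressed of the 3 transcripts named *rifk* gave 1.91, 2.55, 1.88 and 1.42. With LR fish 3, MR fish 1, HR fish 3 and LG fish 1 left out, *rfk* gives 0.63, 0.93, 0.51 and 0.61 and *rifk* 0.59, 0.96, 0.40 and 0.57. The quasi-likelihood test left all 8 above an FDR of 0.1 (8 at unadjusted p < 0.05, 8 when adjusted over the list alone), while edgeR's exact test called 4 and DESeq2 2. For the Table S3 transcripts (16 comparisons) these counts are 8 and 4.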

The redox activity of the flavin group makes FAD and FMN essential components of many cellular enzymes, including those with essential roles in cellular respiration such as succinate dehydrogenase (FAD) and complex I NADH ubiquitinone dehydrogenase (FMN). These results may therefore suggest an up-regulation of aerobic respiration, perhaps to meet the energetic demands of increased cellular turnover and other aspects of cellular stress response to glyphosate and Roundup toxicity. This corresponds with existing evidence of an up-regulation of transcripts involved in energy metabolism following exposure to environmentally relevant concentrations of glyphosate in flounder [56] and oyster [57], although very high concentrations of > 84.5 mg/L Roundup were found to impair respiration in isolated rat liver cells [58]. The energetic demand associated with the cellular stress response to glyphosate and Roundup exposure could be expected to have wider health impacts. We found no evidence of an impact on the size or condition of individuals in this short term exposure under experimental conditions, but the possibility of adverse impacts on the growth and survival of fish following chronic exposure in the wild, where many factors including food availability and water quality may fluctuate and limit growth and survival, cannot be excluded.

There was an enrichment of GO terms related to a number of other metabolic processes, especially lipid metabolism in the LR and MR treatment groups (Additional file 1: Table S2). Given the role of lipids as key structural components of cellular membranes, and also in signalling and intracellular transport processes, we hypothesise that a differential regulation of lipid metabolism was induced in association with an increased rate of cell proliferation and turnover, and/or to replace lipids damaged by oxidative stress. This corresponds with previous reports of altered expression of transcripts with roles in lipid metabolism in flounder exposed to environmentally relevant concentrations of glyphosate [56,59]. In particular, we found that transcripts encoding the central transcription factor responsible for regulating cholesterol biosynthesis, *srebf2*, were amongst the most consistently up-regulated across the LR, MR, HR and LG groups. 

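The most expressed of 8 *srebf2* transcripts (ENSDARG00000063438) rose from 3.15 ± 1.19 CPM in controls (n = 12) to 6.07 ± 3.33, 6.20 ± 3.66, 4.54 ± 1.86 and 6.05 ± 3.81 in LR, MR, HR and LG (n = 6 each). Log2 fold changes were 0.94, 0.95, 0.49 and 0.90 (SE 0.26, 0.27, 0.25 and 0.27, adjusted p = 0.430, 0.268, 0.698 and 0.538, exact permutation p = 0.00700, 0.00830, 0.0998 and 0.0128). Above the control median were 6, 6, 5 and 5 of 6 fish, and leaving out the most influential fish keeps 0.64, 0.59, 0.28 and 0.49. Over the transcripts in Table S3 the range is 0.32 to 1.18. Calls at FDR < 0.1 among the 4 comparisons numbered 0 by the quasi-likelihood test, 1 by edgeR's exact test and 1 by DESeq2. Of them 3 had an unadjusted p below 0.05, and 4 passed when adjusted over the list alone. Table S3 transcripts of these genes, 24 comparisons, gave 8 calls by the exact test and 7 by DESeq2.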

Consistent with this, transcripts encoding SREBF2-regulated cholesterol biosynthesis enzymes (*ch25h* and *sc5d*) were also up-regulated in these groups. This corresponds with previous research where treatment with both glyphosate and Roundup elevated the serum cholesterol, and triglycerides, in rats [18]. Furthermore, some evidence suggests that cholesterol may interact with ROS, and enhance antioxidant and immune response in rainbow trout [60].

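*sc5d* in HR averaged 1.91 ± 1.39 CPM in controls (n = 12) and 8.36 ± 12.2 CPM in HR (n = 6) (log2 fold change 2.13, SE 0.51, adjusted p = 0.264, exact permutation p = 0.00609, all 6 fish above the control median), and gave 2.10, 2.80 and 1.81 in LR, MR and LG. Without LR fish 3, MR fish 1, HR fish 3 and LG fish 1 its values in LR, MR, HR and LG are 0.86, 1.11, 0.84 and 0.86. *ch25h* gave 2.04, 3.68, 2.64 and 3.96 in LR, MR, HR and LG (SE 0.62, 0.90, 0.62 and 0.83, exact permutation p = 0.108, 0.462, 0.0186 and 0.0709), or 0.86, 0.53, 1.15 and 1.07 without the most influential fish. The *sc5d* and *rfk* transcripts lie on the same Trinity component; whether they share reads was not measured. By edgeR's exact test 7 of the 8 were called at FDR < 0.1 and by DESeq2 4, against 0 by the quasi-likelihood test, which put 8 at an unadjusted p below 0.05 and 8 under the threshold when adjusted over the list alone.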

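*slc43a1a* (ENSDARG00000037393) averaged 1.69 ± 1.60 CPM in controls (n = 12) and 12.3 ± 17.0, 17.3 ± 28.1, 16.4 ± 24.3 and 19.9 ± 38.0 in LR, MR, HR and LG (n = 6 each, log2 fold change 2.88, 3.33, 3.26 and 3.52, adjusted p = 0.339, 0.242, 0.179 and 0.392, exact permutation p = 0.0617, 0.300, 0.0106 and 0.0900). Over its 2 transcripts the range is 1.36 to 3.52, and without the most influential fish of each group the main one gives 1.87, 2.05, 1.97 and 1.43. *slc3a2b* gave 1.07 in MR and 0.89 in HR (SE 0.26 and 0.22, exact permutation p = 0.00269 and 0.00285), with 4 and 5 of 6 fish above every control, and 0.61 and 0.50 without MR fish 1 and HR fish 3. The listed *slc6a16* isoform in LG gave 1.74 (exact permutation p = 0.0358), the most expressed one -0.20 (-0.032 without LG fish 5). Among 7 comparisons, 6 had an unadjusted quasi-likelihood p below 0.05 and 0 an FDR below 0.1. The calls were 6 by edgeR's exact test, 4 by DESeq2 and 6 when adjusted over the list alone. Taking the 11 comparisons of Table S3 transcripts instead, the exact test called 11 and DESeq2 6.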

A number of transcripts from the solute carrier family of membrane-bound transporters were up-regulated. *slc43*, which transports large, neutral amino acids, was amongst the most up-regulated transcripts (>10 fold) in LR, MR, HR and LG groups, and other amino acid transporters *slc3a2* (MR, HR) and *slc6a16* (LG) were also up-regulated. Additionally, citrate transporter *slc13a5* (HR, MG), monocarboxylic acid transporter *slc16a6b* (HR, LG), fatty acid transporter *slc27a4* (MR) and acetyl-coA transporter *slc33a1* (MR) were all up-regulated. 

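*slc16a6b* in HR averaged 7.97 ± 3.78 CPM in controls (n = 12) and 18.3 ± 11.9 CPM in HR (n = 6) (log2 fold change 1.19, SE 0.31, adjusted p = 0.284, exact permutation p = 0.00436, all 6 fish above the control median), and in LG gave 1.47 (exact permutation p = 0.104). Without HR fish 3 and LG fish 1 these are 0.78 and 0.64. The median over its 18 transcripts is lower, -0.17 in HR and -0.51 in LG. *slc13a5* in HR gave 1.29 and its second copy 0.82 (exact permutation p = 0.00426 and 0.0748). With 1 fish left out these 2 values are 1.15 and 0.45 at the lowest. *slc27a4* in MR gave 1.03 (SE 0.30, exact permutation p = 0.00189) with all 6 fish above the control median. For *slc33a1* in MR the listed isoform gave 0.84 (exact permutation p = 3.77e-04) and the most expressed 0.26 (0.12 without MR fish 3). In edgeR the quasi-likelihood test called 0 of 6 at FDR < 0.1 (5 at unadjusted p < 0.05, 5 adjusted over the list alone) and the exact test 4, and DESeq2 called 2. Among 8 comparisons of Table S3 transcripts, 8 were called by the exact test and 4 by DESeq2.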

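*atp1a2a* rose from 0.751 ± 0.743 CPM in controls (n = 12) to 4.94 ± 6.73 in LR, 6.43 ± 10.1 in MR, 6.58 ± 10.9 in HR and 5.75 ± 9.31 in LG (n = 6 each). Log2 fold changes were 2.72, 3.05, 3.11 and 2.90 (SE 0.66, 0.80, 0.70 and 0.69, adjusted p = 0.304, 0.242, 0.240 and 0.397, exact permutation p = 0.0284, 0.195, 0.0204 and 0.0284), with 5, 4, 5 and 5 of 6 fish above the control median. *irk11* gave 2.29, 2.41, 2.61 and 2.53; it lies on the same Trinity component as *slc43a1a*, and whether they share reads was not measured. Without the most influential fish *atp1a2a* gives 1.68, 1.85, 1.50 and 1.46 and *irk11* 1.20, 1.30, 1.50 and 0.90. DESeq2 called 4 of the 8 at FDR < 0.1, edgeR's exact test 8 and its quasi-likelihood test 0, the last with 8 at an unadjusted p below 0.05 and 8 when adjusted over the list alone.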

Glucose and amino acid uptake via secondary transport is among the diverse functions of Na^+^/K^+^ ATPase (*atp1a2a*), which was up-regulated by 6–8 fold by LR, MR, HR and LG, while the potassium channel (*irk11*) was up-regulated in LR, MR, HR and LG. This dominant up-regulation may reflect a compensatory cellular response, associated with an increase in metabolism and turnover. Transporters of essential metals, which are essential cofactors in numerous metabolic enzymes, were also up-regulated. These included zinc (*slc39a8*) and iron (*slc25a28*) transporters which were up-regulated by MR, while the copper transporter (*slc31a1*) and iron-binding protein ferritin (*fth1b*) were up-regulated by HR.

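The 2 copies of *slc39a8* in MR gave log2 fold changes of 0.98 and 1.08 (SE 0.28 and 0.34, exact permutation p = 0.0243 and 0.0451), the first at 12.6 ± 3.59 CPM in controls and 24.9 ± 18.2 in MR. With 1 fish left out these fold changes are 0.55 and 0.50 at the lowest. *fth1b* in HR averaged 1.78 ± 1.33 CPM in controls (n = 12) and 6.55 ± 4.67 CPM in HR (n = 6) (log2 fold change 1.91, SE 0.52, adjusted p = 0.324, exact permutation p = 0.0422, 4 of 6 fish above every control). *slc31a1*, the most abundant of these, rose in HR from 106 ± 57.1 to 258 ± 276 CPM (log2 fold change 1.29, adjusted p = 0.477, exact permutation p = 0.163), or 0.54 without HR fish 3. For *slc25a28* in MR the listed isoforms gave 1.25 and the most expressed -0.15. At FDR < 0.1 the quasi-likelihood test called 0 of these 5 comparisons, with 4 at an unadjusted p below 0.05, and edgeR's exact test 3 and DESeq2 1. When adjusted over the list alone the count is 4. Over the 5 comparisons of Table S3 transcripts the exact test called 5 and DESeq2 1.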

#### Innate immune system

Functional analysis also revealed enrichment of processes involved in innate immune response. In particular, the Kegg pathways toll-like receptor (TLR) signalling, RIG-1-like (RLR) receptor signalling and Nod-like receptor (NLR) signalling were enriched. These pathways involve specific recognition of pathogen-associated molecular patterns and trigger a number of interacting downstream signalling pathways which culminate in cytokine production, recruitment of immune cells and transcriptional changes that constitute immune response [61,62]. Transcripts encoding toll-like receptor 5b (*tlr5b*), which specifically recognises bacterial flagella, were amongst the most up-regulated transcripts (between 5 and 24 fold increases) by LR, MR, HR and LG, and *tlr21* was also up-regulated in MR. In addition, transcripts linked to pathogen recognition and response through these signalling pathways were found to be up-regulated including *nod2, unc93a* and *cylda* (MR), *nlrc2* (HR) and *pglyrp6* and *rsad2* (LG). 

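The most expressed of 3 *tlr5b* transcripts (ENSDARG00000052322) averaged 4.79 ± 4.18 CPM in controls (n = 12) and 45.3 ± 63.4, 163 ± 289, 85.7 ± 158 and 62.8 ± 107 in LR, MR, HR and LG (n = 6 each). Its log2 fold changes were 3.24, 5.07, 4.13 and 3.67 (SE 0.74, 1.00, 0.81 and 0.83, adjusted p = 0.281, 0.177, 0.178 and 0.373, exact permutation p = 0.0746, 0.124, 0.0314 and 0.124), with 3, 2, 4 and 2 of 6 fish above every control. When the most influential fish is left out, 2.32, 3.43, 2.17 and 2.18 remain. *tlr21* in MR gave 1.37, and 0.10 without MR fish 1. The quasi-likelihood test left all 5 above an FDR of 0.1 (5 at unadjusted p < 0.05, 5 when adjusted over the list alone), while edgeR's exact test called 4 and DESeq2 4. For the Table S3 transcripts (13 comparisons) these counts are 13 and 12.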

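*nod2* in MR averaged 0.980 ± 0.320 CPM in controls (n = 12) and 2.09 ± 1.63 CPM in MR (n = 6) (log2 fold change 1.10, SE 0.31, adjusted p = 0.250, exact permutation p = 0.00512), and *unc93a* 16.9 ± 4.06 and 37.8 ± 36.9 CPM (log2 fold change 1.16, adjusted p = 0.245, exact permutation p = 0.0229); without MR fish 5 and MR fish 1 they give 0.54 and 0.46. In LG *pglyrp6* and *rsad2* gave 3.36 and 1.85 (SE 0.79 and 0.58, exact permutation p = 0.0733 and 0.206) and 0.14 and 0.12 without LG fish 1. The most expressed of 17 *cylda* transcripts gave 0.39 (0.067 without MR fish 1), and the isoforms in Table S3 1.40 to 1.84. The name *nlrc2* could not be paired with a transcript. Calls at FDR < 0.1 among the 5 comparisons numbered 0 by the quasi-likelihood test, 4 by edgeR's exact test and 2 by DESeq2. Of them 4 had an unadjusted p below 0.05, and 4 passed when adjusted over the list alone. Table S3 transcripts of these genes, 7 comparisons, gave 7 calls by the exact test and 3 by DESeq2.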

Other up-regulated transcripts included components of the complement system, *itgax* (LR, MR, HR, MG) and *c7* (MR, HR, LG) and those involved in the regulation of cytokine signalling, specifically related to interleukins (*il4r, il10r, il17r* (MR and HR), *irak3, nfil3* (MR)), interferons (*irf7, ifit5, mx2* (HR and LG)) and chemokines (*ccl5* (LG) and *ccr4* (HG)). This suggests both Roundup and glyphosate up-regulate signalling pathways involved in innate immune response. This may indicate that the immune system is a target of toxicity suggesting that these chemicals may increase susceptibility of fish to pathogen infection. This is supported by previous research which showed differential expression of immune-related transcripts following exposure to glyphosate [56,57,59] and some evidence that glyphosate formulations modulate the immune system of fish and caimen [63-65], and may alter fish susceptibility to infection [29,64].

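*il17ra* in MR averaged 5.55 ± 2.51 CPM in controls (n = 12) and 22.3 ± 25.7 CPM in MR (n = 6) (log2 fold change 2.00, SE 0.46, adjusted p = 0.195, exact permutation p = 0.0243), all 6 fish above the control median and 1.36 without MR fish 1. With 1 fish left out, *il17ra* gives 0.38 to 1.88 in HR, and *il17r* 1.22 to 2.04 in MR and 0.23 to 1.77 in HR. *c7* gave 2.58, 2.11 and 2.57 in MR, HR and LG (SE 0.71, 0.58 and 0.74, exact permutation p = 0.272, 0.0519 and 0.433), or 1.49, 0.53 and 0.25 without MR fish 1, HR fish 3 and LG fish 1. In LG the interferon genes *irf7*, *ifit5* and *mx2* gave 2.31, 2.19 and 2.41, and *ccl-c5a*, taken here for *ccl5*, 2.36. Without LG fish 1 they are 0.67, 0.24, 0.21 and 0.23. In HR *irf7* and *ifit5* gave 1.04 and 0.73, but 0.47 and 0.0078 without HR fish 3. *il4r* and *il10rb* gave 1.55 and 0.92 in MR and 1.08 and 0.42 in HR, or 0.55 and 0.47 without MR fish 1 and 0.39 and -0.025 without HR fish 3. For *irak3* and *nfil3-5* in MR the most expressed transcripts gave 0.61 and 0.028 (0.10 and -0.17 without MR fish 1 and MR fish 2) and those of Table S3 1.23 and 0.74. The name *ccr4* had no transcript to pair with. By edgeR's exact test 13 of the 19 were called at FDR < 0.1 and by DESeq2 2, against 0 by the quasi-likelihood test, which put 14 at an unadjusted p below 0.05 and 16 under the threshold when adjusted over the list alone. With Table S3 transcripts the 2 numbers are 36 and 8 of 40.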

## Conclusions

Overall, transcriptional profiling reveals that glyphosate and Roundup exposure induce alterations of many of the complex, interacting signalling pathways that control cellular stress response, in particular those involved in regulating apoptosis. 

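Over the genes named in the results, log2 fold changes of the most expressed transcripts are positive in 198 of 226 pairs of gene and treatment, which are 23 of 24 in LR, 74 of 90 in MR, 46 of 51 in HR, 54 of 58 in LG and 1 of 3 in HG. The paper states a rise for 197 of these pairs and a fall for 19, so most were chosen as raised. Of the transcripts the authors called for these genes, edgeR's exact test calls 18 in LR, 146 in MR, 78 in HR and 89 in LG with all fish, and 1, 13, 3 and 1 once LR fish 3, MR fish 1, HR fish 3 or LG fish 1 is left out. Their median absolute log2 fold change goes from 1.40 to 1.05 in LR, 1.54 to 0.868 in MR, 1.82 to 0.822 in HR and 2.35 to 0.470 in LG. For HR and MR the correlation of log2 fold changes across all shared transcripts, which are not independent replicates, is 0.335 without HR fish 3 and MR fish 1, and 0.279 to 0.306 in simulated groups without any effect and with the same fish left out. Splits of the 12 controls gave 0.147 to 0.481, a range that includes it.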

Cluster analysis and examination of individual transcripts revealed there was a considerable degree of similarity between the transcript expression profiles of fish exposed to all three concentrations of Roundup and the lowest concentration of glyphosate, suggesting common mechanisms of toxicity and cellular response. These results are broadly consistent with a cellular response to oxidative stress, and we suggest that this is the most significant mechanism of toxicity of both Roundup and glyphosate. In addition, we found evidence indicating an increase in cell proliferation and cellular turnover, and an up-regulation of metabolic processes. Importantly, we found evidence of considerable transcriptional changes in fish exposed to low, environmentally-relevant, concentrations of both glyphosate and Roundup, which were broadly similar to those occurring at higher treatment concentrations. Together, our data raises concerns about the potential for environmental relevant concentrations of glyphosate and Roundup to cause adverse health effects in wild fish populations.

## Additional file

Additional file 1: Table S1. Comparative statistics for Trinity and Velvet-Oases assemblies. **Figure S1.** Multidimensional scaling plots illustrating expression profiles for all treatments. **Figure S2.** Smear plots illustrating differential expressed transcripts for each treatment. **Figure S3.** Venn diagrams illustrating overlaps between regulated transcripts in each treatment group, based on the Velvet-Oases assembly. **Figures S4 and S5.** Results of ERCC spike control analysis. **Table S2.** Enriched GO terms and Kegg pathways for each treatment group. **Table S3.** All differentially expressed transcripts in each treatment group.

## References

[1] Schonbrunn E, Eschenburg S, Shuttleworth WA, Schloss JV, Amrhein N, Evans JNS (2001). Interaction of the herbicide glyphosate with its target enzyme 5-enolpyruvylshikimate 3-phosphate synthase in atomic detail. Proc Natl Acad Sci.

[2] Steinrucken HC, Amrhein N (1980). The herbicide glyphosate is a potent inhibitor of 5-enolpyruvylshikimic acid-3-phosphate synthase. Biochem Biophys Res Commun.

[3] European Commission (2007). The use of plant protection products in the European Union- Data 1992-2003. Eurostat Statistical books.

[4] US EPA: Pesticides Industry Sales and Usage: 2006 and 2007 Market Estimates. 2011

[5] Botta F, Lavison G, Couturier G, Alliot F, Moreau-Guigon E, Fauchon N (2009). Transfer of glyphosate and its degradate AMPA to surface waters through urban sewerage systems. Chemosphere.

[6] Brausch JM, Smith PN (2007). Toxicity of three polyethoxylated tallowamine surfactant formulations to laboratory and field collected fairy shrimp, *Thamnocephalus platyurus*. Arch Environ Contam Toxicol.

[7] Giesy JP, Dobson S, Solomon KR (2000). Ecotoxicological risk assessment for Roundup® herbicide. Rev Environ Contam Toxicol.

[8] Byer JD, Struger J, Klawunn P, Todd A, Sverko E (2008). Low cost monitoring of glyphosate in surface waters using the ELISA method: An evaluation. Environ Sci Technol.

[9] Struger J, Thompson D, Staznik B, Martin P, McDaniel T, Marvin C (2008). Occurrence of glyphosate in surface waters of southern Ontario. Bull Environ Contam Toxicol.

[10] Battaglin WA, Rice KC, Focazio MJ, Salmons S, Barry RX (2009). The occurrence of glyphosate, atrazine, and other pesticides in vernal pools and adjacent streams in Washington, DC, Maryland, Iowa, and Wyoming, 2005–2006. Environ Monit Assess.

[11] MLHB: Determination of Glyphosate residues in human urine samples from 18 European countries. Report Glyphosate MLHB-2013-06-06 2013.

[12] Cavalcante D, Martinez C, Sofia S (2008). Genotoxic effects of Roundup® on the fish *Prochilodus lineatus*. Mutat Res/Genet Toxicol Environ Mutagen.

[13] Modesto KA, Martinez CB (2010). Roundup causes oxidative stress in liver and inhibits acetylcholinesterase in muscle and brain of the fish *Prochilodus lineatus*. Chemosphere.

[14] Cavas T, Konen S (2007). Detection of cytogenetic and DNA damage in peripheral erythrocytes of goldfish (*Carassius auratus*) exposed to a glyphosate formulation using the micronucleus test and the comet assay. Mutagenesis.

[15] Guilherme S, Gaivao I, Santos M, Pacheco M (2010). European eel (Anguilla anguilla) genotoxic and pro-oxidant responses following short-term exposure to Roundup®, a glyphosate-based herbicide. Mutagenesis.

[16] Guilherme S, Santos M, Barroso C, Gaivao I, Pacheco M (2012). Differential genotoxicity of Roundup® formulation and its constituents in blood cells of fish (*Anguilla anguilla*): considerations on chemical interactions and DNA damaging mechanisms. Ecotoxicol.

[17] de Castilhos Ghisi N, Cestari MM (2013). Genotoxic effects of the herbicide Roundup in the fish Corydoras paleatus (Jenyns 1842) after short-term, environmentally low concentration exposure. Environ Monit Assess.

[18] El-Shenawy NS (2009). Oxidative stress responses of rats exposed to Roundup and its active ingredient glyphosate. Environ Toxicol Pharmacol.

[19] Astiz M, Alaniz MJ, Marra CA (2009). Effect of pesticides on cell survival in liver and brain rat tissues. Ecotoxicol Environ Saf.

[20] Gasnier C, Dumont C, Benachour N, Clair E, Chagnon MC, Seralini GE (2009). Glyphosate-based herbicides are toxic and endocrine disruptors in human cell lines. Toxicology.

[21] Clair A, Mesnage R, Travert C, Seralini GE (2012). A glyphosate-based herbicide induces necrosis and apoptosis in mature rat testicular cells in vitro, and testosterone decrease at lower levels. Toxicol in Vitro.

[22] Y-h K, Hong J-R, Gil H-W, Song H-Y, Hong S-Y (2013). Mixtures of glyphosate and surfactant TN20 accelerate cell death via mitochondrial damage-induced apoptosis and necrosis. Toxicol in Vitro.

[23] Mesnage R, Bernay B, Seralini G-E (2013). Ethoxylated adjuvants of glyphosate-based herbicides are active principles of human cell toxicity. Toxicology.

[24] Benachour N, Seralini G-E (2008). Glyphosate formulations induce apoptosis and necrosis in human umbilical, embryonic, and placental cells. Chem Res Toxicol.

[25] Walsh LP, McCormick C, Martin C, Stocco DM (2000). Roundup inhibits steroidogenesis by disrupting steroidogenic acute regulatory (StAR) protein expression. Environ Health Perspect.

[26] Romano MA, Romano RM, Santos LD, Wisniewski P, Campos DA, de Souza PB (2012). Glyphosate impairs male offspring reproductive development by disrupting gonadotropin expression. Arch Toxicol.

[27] Dallegrave E, Mantese FD, Oliveira RT, Andrade AJ, Dalsenter PR, Langeloh A (2007). Pre-and postnatal toxicity of the commercial glyphosate formulation in Wistar rats. Arch Toxicol.

[28] Uren Webster TM, Laing LV, Florance H, Santos EM (2014). Effects of Glyphosate and its Formulation, Roundup, on Reproduction in Zebrafish (*Danio rerio*). Environ Sci Technol.

[29] Kelly DW, Poulin R, Tompkins DM, Townsend CR (2010). Synergistic effects of glyphosate formulation and parasite infection on fish malformations and survival. J Appl Ecol.

[30] Howe CM, Berrill M, Pauli BD, Helbing CC, Werry K, Veldhoen N (2004). Toxicity of glyphosate based pesticides to four North American frog species. Environ Toxicol Chem.

[31] Relyea RA (2012). New effects of roundup on amphibians: predators reduce herbicide mortality; herbicides induce antipredator morphology. Ecol Appl.

[32] Paull GC, Van Look KJW, Santos EM, Filby AL, Gray DM, Nash JP (2008). Variability in measures of reproductive success in laboratory-kept colonies of zebrafish and implications for studies addressing population-level effects of environmental chemicals. Aquat Toxicol.

[33] Hansen KD, Brenner SE, Dudoit S (2010). Biases in Illumina transcriptome sequencing caused by random hexamer priming. Nucleic Acids Res.

[34] Brown CT, Howe A, Zhang Q, Pyrkosz AB, Brom TH: A reference-free algorithm for computational normalization of shotgun sequencing data. arXiv:12034802 [q-bioGN] 2012.

[35] Francis WR, Christianson LM, Kiko R, Powers ML, Shaner NC, Haddock SH (2013). A comparison across non-model animals suggests an optimal sequencing depth for de novo transcriptome assembly. BMC Genomics.

[36] Zerbino DR, Birney E (2008). Velvet: Algorithms for de novo short read assembly using de Bruijn graphs. Genome Res.

[37] Schulz MH, Zerbino DR, Vingron M, Birney E (2012). Oases: Robust de novo RNA-seq assembly across the dynamic range of expression levels. Bioinformatics.

[38] Grabherr MG, Haas BJ, Yassour M, Levin JZ, Thompson DA, Amit I (2011). Full-length transcriptome assembly from RNA-Seq data without a reference genome. Nat Biotechnol.

[39] Langmead B, Salzberg SL (2012). Fast gapped-read alignment with Bowtie 2. Nat Methods.

[40] Li H, Handsaker B, Wysoker A, Fennell T, Ruan J, Homer N (2009). The sequence alignment/map format and SAMtools. Bioinformatics.

[41] Robinson MD, McCarthy DJ, Smyth GK (2010). edgeR: a Bioconductor package for differential expression analysis of digital gene expression data. Bioinformatics.

[42] Huang DW, Sherman BT, Lempicki RA (2008). Systematic and integrative analysis of large gene lists using DAVID bioinformatics resources. Nat Protoc.

[43] Lu B, Zeng Z, Shi T (2013). Comparative study of de novo assembly and genome-guided assembly strategies for transcriptome reconstruction based on RNA-Seq. Sci China Life Sci.

[44] Vandenberg LN, Colborn T, Hayes TB, Heindel JJ, Jacobs DR, Lee D-H (2012). Hormones and endocrine-disrupting chemicals: low-dose effects and nonmonotonic dose responses. Endocr Rev.

[45] Conolly RB, Lutz WK (2004). Nonmonotonic dose–response relationships: mechanistic basis, kinetic modeling, and implications for risk assessment. Toxicol Sci.

[46] Solomon KR, Dalhoff K, Volz D, Van der Kraak G, Tierney KB, Farrell AP, Brauner CJ (2013). Effects of Herbicides on Fish. Fish physiology Vol 33.

[47] Martindale JL, Holbrook NJ (2002). Cellular response to oxidative stress: Signaling for suicide and survival*. J Cell Physiol.

[48] Bauer M, Bauer I (2002). Heme oxygenase-1: redox regulation and role in the hepatic response to oxidative stress. Antioxid Redox Signal.

[49] Di Giulio RT, Meyer JN, Di Gulio RT, Hinton DE (2008). Reactive Oxygen Species and Oxidative Stress. The Toxicology of Fishes.

[50] Andreef M, Goodrich DW, Pardee AB: Cell Proliferation, Differentiation, and Apoptosis. In: Holland-Frei Cancer Medicine. Edited by Bast RC, Pollock RE, 5th edn: Hamilton (ON): BC Decker; 2000.

[51] Mates J, Segura JA, Alonso FJ, Marquez J (2008). Intracellular redox status and oxidative stress: implications for cell proliferation, apoptosis, and carcinogenesis. Arch Toxicol.

[52] Welch C, Santra MK, El-Assaad W, Zhu X, Huber WE, Keys RA (2009). Identification of a protein, G0S2, that lacks Bcl-2 homology domains and interacts with and antagonizes Bcl-2. Cancer Res.

[53] Ouyang L, Shi Z, Zhao S, Wang FT, Zhou TT, Liu B (2012). Programmed cell death pathways in cancer: a review of apoptosis, autophagy and programmed necrosis. Cell Prolif.

[54] Siwik DA, Pagano PJ, Colucci WS (2001). Oxidative stress regulates collagen synthesis and matrix metalloproteinase activity in cardiac fibroblasts. Am J Physiol Cell Physiol.

[55] Van Berkel W, Kamerbeek N, Fraaije M (2006). Flavoprotein monooxygenases, a diverse class of oxidative biocatalysts. J Biotechnol.

[56] Marchand J, Tanguy A, Charrier G, Quiniou L, Plee-Gauthier E, Laroche J (2006). Molecular identification and expression of differentially regulated genes of the European flounder, *Platichthys flesus*, submitted to pesticide exposure. Mar Biotechnol.

[57] Tanguy A, Boutet I, Laroche J, Moraga D (2005). Molecular identification and expression study of differentially regulated genes in the Pacific oyster *Crassostrea gigas* in response to pesticide exposure. FEBS J.

[58] Peixoto F (2005). Comparative effects of the Roundup and glyphosate on mitochondrial oxidative phosphorylation. Chemosphere.

[59] Evrard E, Devaux A, Bony S, Burgeot T, Riso R, Budzinski H (2010). Responses of the European flounder Platichthys flesus to the chemical stress in estuaries: Load of contaminants, gene expression, cellular impact and growth rate. Biomarkers.

[60] Deng J, Kang B, Tao L, Rong H, Zhang X (2013). Effects of dietary cholesterol on antioxidant capacity, non-specific immune response, and resistance to *Aeromonas hydrophila* in rainbow trout (*Oncorhynchus mykiss*) fed soybean meal-based diets. Fish Shellfish Immunol.

[61] Kawai T, Akira S (2008). Toll-like Receptor and RIG-1-like Receptor Signaling. Ann N Y Acad Sci.

[62] Janeway CA, Medzhitov R (2002). Innate immune recognition. Annu Rev Immunol.

[63] El-Gendy K, Aly N, El-Sebae A (1998). Effects of edifenphos and glyphosate on the immune response and protein biosynthesis of bolti fish (*Tilapia nilotica*). J Environ Sci Health Part B.

[64] Kreutz LC, Gil Barcellos LJ, Marteninghe A, Davi dos Santos E, Zanatta R (2010). Exposure to sublethal concentration of glyphosate or atrazine-based herbicides alters the phagocytic function and increases the susceptibility of silver catfish fingerlings (*Rhamdia quelen*) to *Aeromonas hydrophila* challenge. Fish Shellfish Immunol.

[65] Latorre MA, Lopez Gonzallez EC, Larriera A, Poletta GL, Siroski PA (2013). Effects of in vivo exposure to Roundup® on immune system of Caiman latirostris. J Immunotoxicol.

# Supplementary material for: Global transcriptomic profiling demonstrates induction of oxidative stress and of compensatory cellular stress responses in brown trout exposed to glyphosate and Roundup
**Source:** BMC Genomics. 2015 Jan 31;16(1):32. doi: 10.1186/s12864-015-1254-5
**Supplement:** Additional file 1: Table S1. — Comparative statistics for Trinity and Velvet-Oases assemblies. Figure S1. Multidimensional scaling plots illustrating expression profiles for all treatments. Figure S2. Smear plots illustrating differential expressed transcripts for each treatment. Figure S3. Venn diagrams illustrating overlaps between regulated transcripts in each treatment group, based on the Velvet-Oases assembly. Figures S4 and S5. Results of ERCC spike control analysis. Table S2. Enriched GO terms and Kegg pathways for each treatment group. Table S3. All differentially expressed transcripts in each treatment group.

**Additional file 1**

**Global transcriptomic profiling demonstrates induction of oxidative stress and of compensatory cellular stress responses in brown trout exposed to glyphosate and Roundup.**

Tamsyn. M. Uren Webster^1*^ and Eduarda M. Santos^1^*

1. Biosciences, College of Life & Environmental Sciences, Geoffrey Pope Building, University of Exeter, Exeter, EX4 4QD

This Supporting Information contains:

Page S2: Comparative statistics for Trinity and Velvet-Oases assemblies, **Table S1**
Page S3: Multidimensional scaling plots illustrating expression profiles for all treatments, **Figure S1**

Page S4: Smear plots illustrating differential expressed transcripts for each treatment, **Figure S2**

Page S5: Venn diagrams illustrating overlaps between regulated transcripts in each treatment group, based on the Velvet-Oases assembly, **Figure S3**

Page S6-S8: Results of ERCC spike control analysis, **Figure S4, Figure S5**

Page S9-10: Enriched GO terms and Kegg pathways for each treatment group, **Table S2**

Page S11-S25: All differentially expressed transcripts, **Table S3**

Page S25: Reference list

| **Assembly** | **No. transcripts** | **No. Loci** | **Mean length (bp)** | **N50 (bp)** | **% annotated** | **No. zf transcript annotations** | **% reads**  **re-mapped** | **No. transcripts retained by EdgeR** | **No. retained zf transcript annotations** | **Mean BCV** |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| Velvet-Oases | 893,904 | 146,233 | 1198.4 | 2012 | 47 % | 19,893 | 94 % | 115,217 | 8,966 | 37.4 % |
| Trinity | 258,702 | 109,301 | 1065.6 | 2107 | 45 % | 17,852 | 89 % | 67,954 | 11,886 | 34.6 % |

**Table S1.** Comparative summary statistics describing the *de novo* transcriptome assemblies constructed using the Velvet-Oases and Trinity pipelines. Data presented include the number and length of transcripts built for each assembly and the percentage of transcripts annotated using Blastx against Ensembl peptide databases using an e-value cut off < 1e^-15^; the percentage of raw reads that re-mapped against each assembly using Bowtie2; the number of transcripts that passed the imposed criteria for inclusion in EdgeR analysis (at least 1 mapped read in at least 6 replicate libraries) and the number of unique zebrafish transcript annotations included within these; and the mean biological coefficient of variation (BCV) calculated using EdgeR for each treatment group.

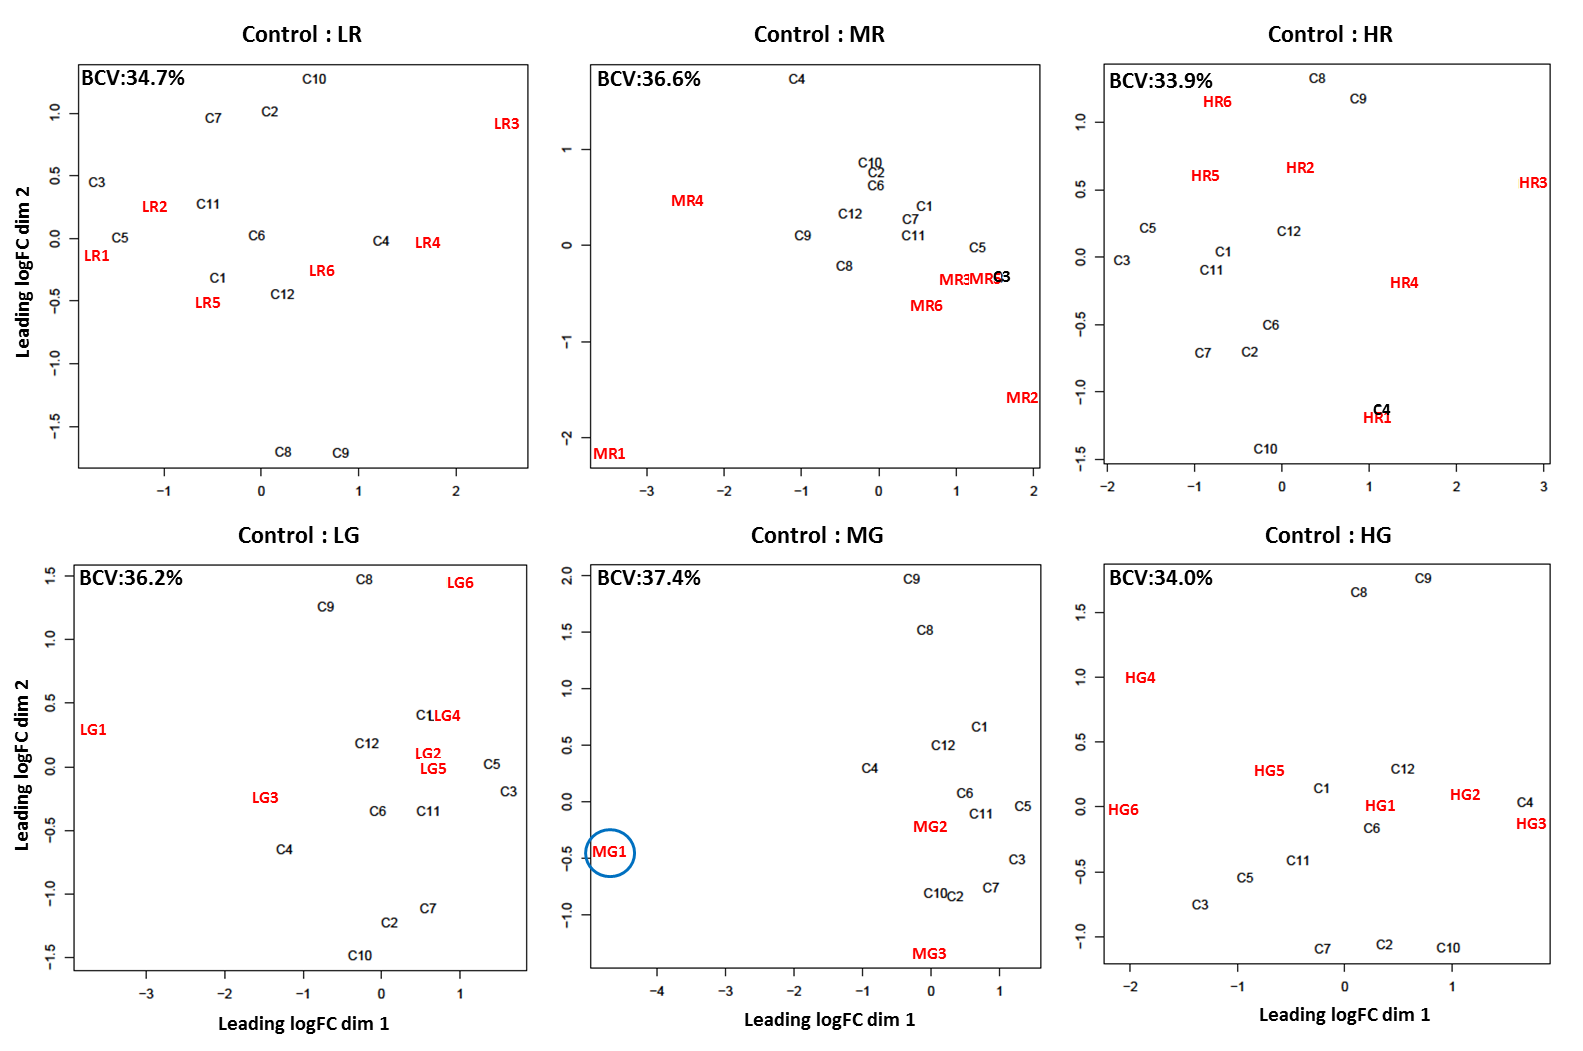

**Figure S1.** Multidimensional scaling plots illustrating the similarity of expression profiles for individual replicates in each treatment group compared to the control group, based on the expression of all transcripts in each pairwise comparison. Treatments are represented by the following codes: LR, MR and HR represent 0.01, 0.5 and 10 mg Roundup/L, and LG, MG and HG represent 0.01, 0.5 and 10 mg glyphosate /L. BCV: Biological coefficient of variation for the pairwise test between a given treatment group and the control groups.

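Departures of single fish from the other fish of their group were correlated across 49650 transcripts. MR fish 1, LG fish 1, HR fish 3 and LR fish 3, each the farthest of its group, correlate with each other at Pearson r 0.494 to 0.589. Over the other 354 pairs of treated fish from different groups the median is -0.00210 and the highest 0.486. These r are across transcripts, which are not independent replicates.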

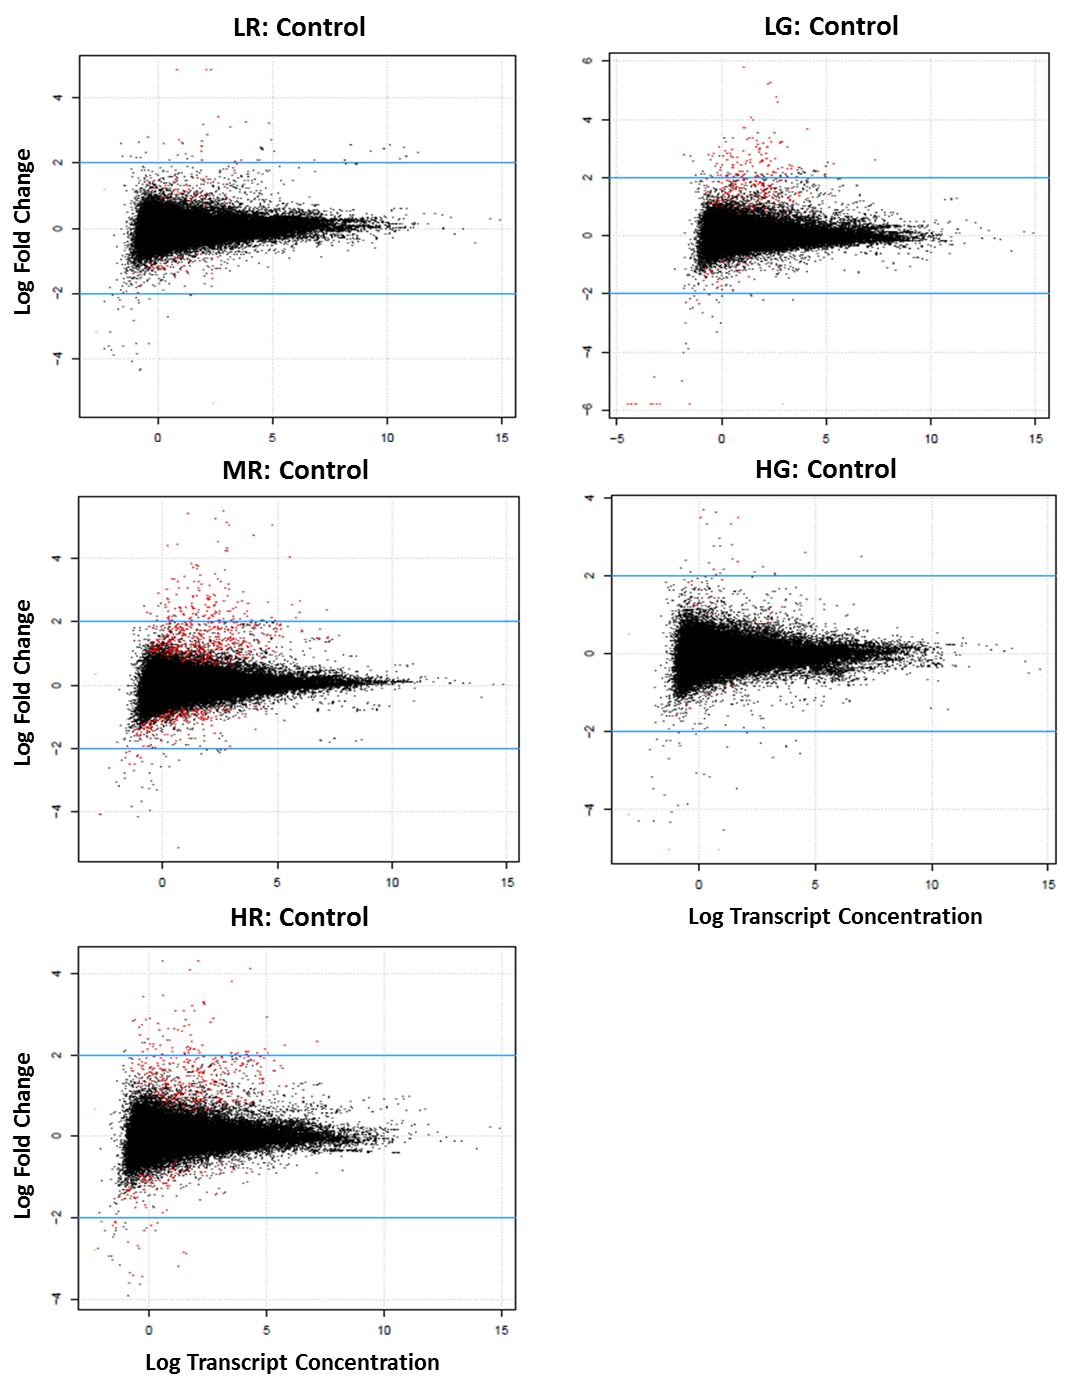

**Figure S2.** Smear plots illustrating differential expressed transcripts for each treatment group. Values plotted represent the concentration and fold change compared to the control group for all transcripts included in each pairwise test. Red dots represent differentially expressed transcripts. Treatments are represented by the following codes: LR, MR and HR represent 0.01, 0.5 and 10 mg Roundup/L and LG and HG represent 0.01 and 10 mg glyphosate/L.

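Of the transcripts called by the quasi-likelihood test in LR, the largest rises are *pltp* (ENSDARG00000035768), at 1.52 ± 0.500 CPM in controls (n = 12) and 9.81 ± 12.3 CPM in LR (n = 6) (log2 fold change 2.68, SE 0.49, adjusted p = 0.0828, exact permutation p = 0.00242), and *zgc:162608* (2.11), 7 isoforms of which make up 7 of the 13 calls. The largest falls are *aanat2* (3.86 ± 1.30 and 1.55 ± 0.445 CPM, log2 fold change -1.32, adjusted p = 0.0828, exact permutation p = 5.39e-05) and *smad7* (6.32 ± 1.68 and 2.62 ± 0.591 CPM, log2 fold change -1.26, adjusted p = 0.0738, exact permutation p = 5.39e-05), in both of which all 6 fish lie below every control and the permutation p is the smallest the test can give. HR has *bhlhe40* (log2 fold change -1.40, adjusted p = 0.0945, exact permutation p = 5.39e-05, all 6 fish below every control) and an unnamed transcript, comp120517_c8_seq3 (log2 fold change 1.22, adjusted p = 0.0945, exact permutation p = 5.39e-05), besides *mknk2b*. The only call in MR is *si:dkey-10o6.2* (log2 fold change -1.24, adjusted p = 0.0392, exact permutation p = 5.39e-05). All LR calls are lost without LR fish 3 or without control fish 1, 3, 7, 10 or 12, the HR calls without HR fish 1, 3 or 4 or control fish 1, 3, 5, 6, 7, 9, 10, 11 or 12, and the MR call without MR fish 1 or 4.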

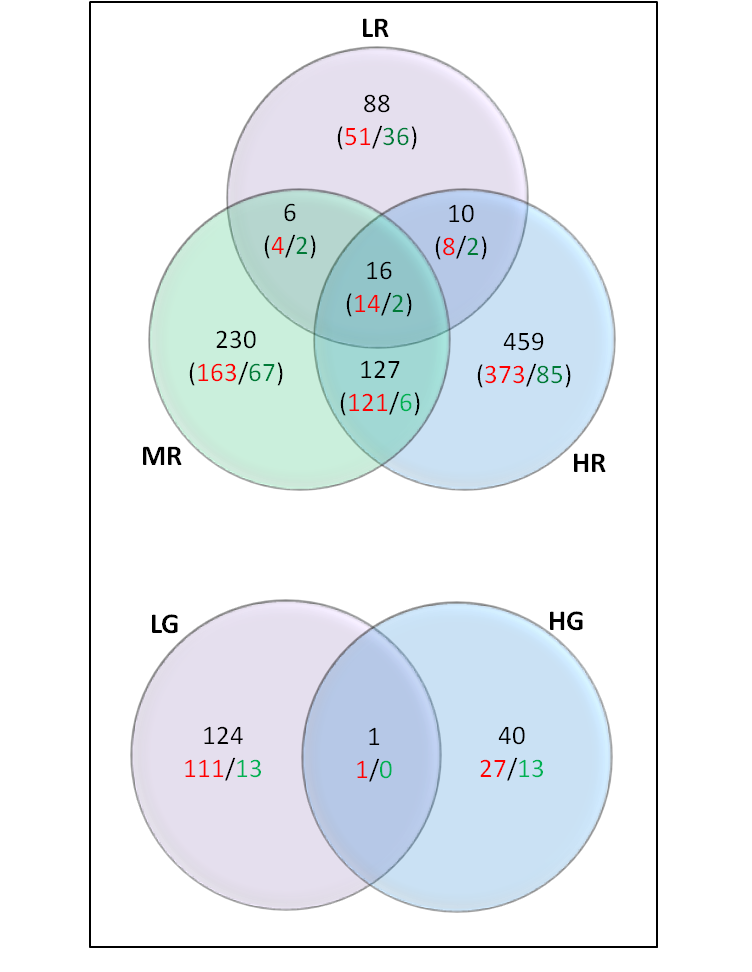

**Figure S3.** Venn diagrams illustrating the numbers of differentially expressed transcripts (FDR<0.1) and overlaps between differentially expressed transcripts in each treatment group, obtained from EdgeR, based on the Velvet-Oases assembly. Red and green numbers represent up- and down-regulated transcripts, respectively. Treatments are represented by the following codes: LR, MR and HR represent 0.01, 0.5 and 10 mg Roundup/L and LG and HG represent 0.01 and 10 mg glyphosate/L.

**
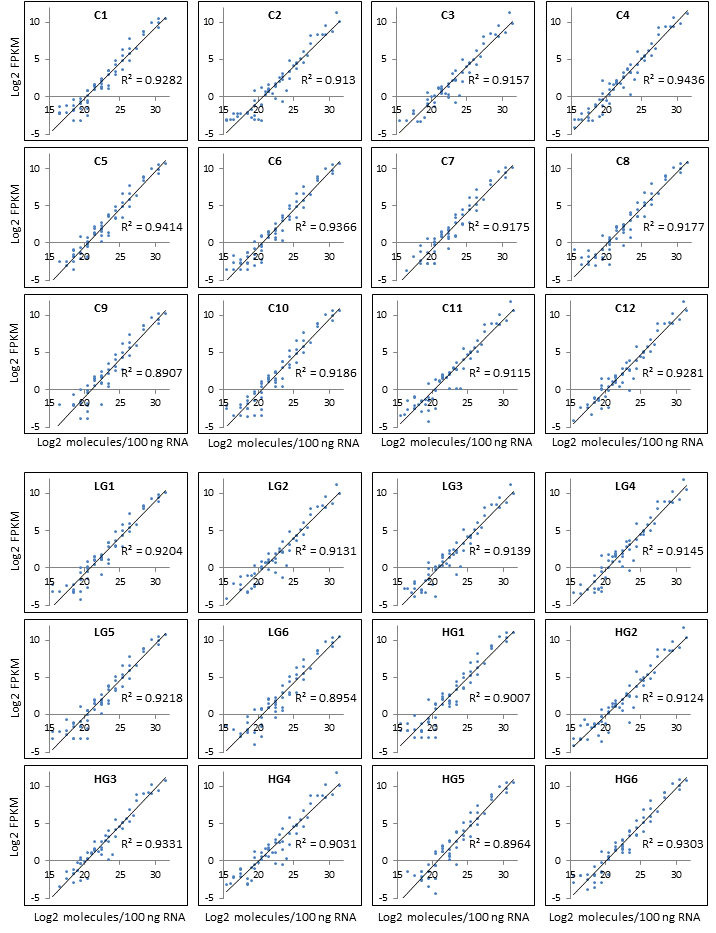
**

**
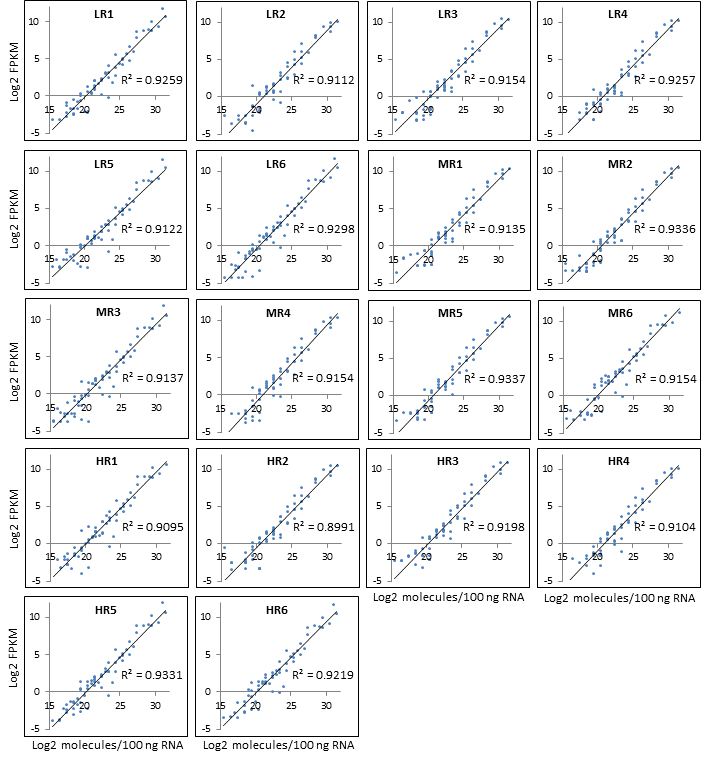
**

**Figure S4.** External RNA Controls Consortium **(**ERCC) spike-in control analysis for all individual liver samples sequenced in this project. Graphs show the relationship between the calculated expression level (FPKM) and the expected concentration of each control transcripts. Individual fish are represented by the following codes: C1-C12 represent the control individuals; LR1-LR6 represent individuals exposed to 0.01 mg Roundup/L; MR1-MR6 represent individuals exposed to 0.5 mg Roundup/L; HR1-HR6 represent individuals exposed to 10 mg Roundup/L; LG1-LG6 represent individuals exposed to 0.01 mg glyphosate/L; and HG1-HG6 represent individuals exposed to 10 mg glyphosate/L.

**
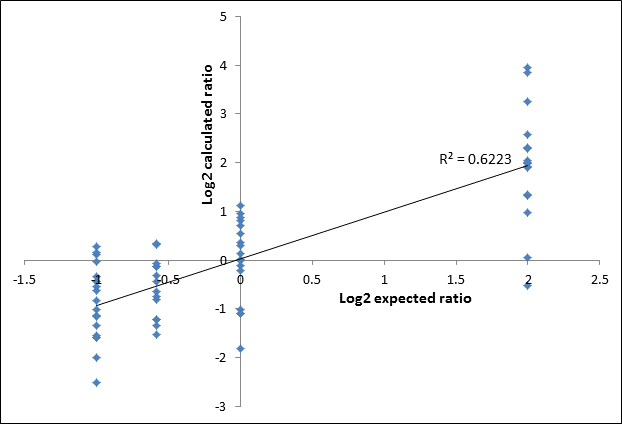
**

**Figure S5.** The relationship between the expected and calculated fold change in expression of ERCC spike-in control transcripts. Values plotted are log2 transformed ratios of transcript expression (FPKM) in samples spiked with ERCC mix 1 and mix 2.

**Table S2.** Gene Ontology Terms and Kegg Pathways over-represented in the list of differentially expressed transcripts for each treatment group. Values presented are the P-values and adjusted P-values associated with this over-representation. Analysis was conducted using the Database for Annotation, Visualization and Integrated Discovery (DAVID ) v6 .7 (Huang et al. 2008) using the *de novo* liver transcriptome assembly generated using Trinity in this study as a background.

**Table S3.** Fold changes of all differentially-regulated transcripts in all treatment groups.

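For the named genes, 453 comparisons of a Table S3 transcript with controls were recomputed: 424 log2 fold changes were positive and 29 negative, with 3 calls by the quasi-likelihood test, 337 by edgeR's exact test and 157 by DESeq2. Of 452 values that Table S3 prints for them, 0 lie further from the recomputed one than its standard error, and the largest difference is 0.090. Over all listed transcripts the fold changes of the exact test differ from the authors' by at most 0.0120 (HG) on the log2 scale.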

Values presented are log2 transformed fold changes calculated by EdgeR. Significant differences in expression (FDR <0.1) are indicated by red (up-regulated) and green (down-regulated) shading. Treatments are represented by the following codes: LR, MR and HR represent 0.01, 0.5 and 10 mg/L Roundup, and LG and HG represent 0.01 and 10 mg/L glyphosate.

**Reference list:**

Huang DW, Sherman BT, Lempicki RA (2008) Systematic and integrative analysis of large gene lists using DAVID bioinformatics resources. Nature Protocols 4: 44-57.

How the deposited data were processed for this re-analysis (not part of the article)

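Livers of single female brown trout were sampled after 14 days of exposure, and each fish gave 1 RNA-seq library. The values here cover 12 control fish and 6 fish from each of 5 treatments: LR, MR and HR (Roundup) and LG and HG (glyphosate). The groups and their doses follow the paper and the sample labels. The labels do not say which of the 12 controls belonged to which control group or tank, so all 12 were taken as 1 group, as in the paper. The middle glyphosate group (MG, 3 fish) was not analysed here. Its dose is 0.5 mg/L in the paper and 0.1 mg/L in the series description. The last line of the HR table repeats the header and was left out.

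For each treatment 1 table holds the counts of the 12 controls and the 6 exposed fish per Trinity transcript. The count values are raw read counts that the authors made by mapping the reads of each fish to their own Trinity assembly with Bowtie2, keeping 1 hit per read, and by counting hits per transcript with SAMtools idxstats, without normalization. Only transcripts that the authors retained are listed. Of these, 1 each in LR, HR and LG and 2 in HG have reads in fewer than 6 of the fish compared, the filter that the paper states. The log2 values are the fold change, which the authors computed in edgeR as control relative to exposed fish (its sign is opposite to the one used here), and the mean log2 CPM over the 18 fish. The p values and FDR values are those of the authors' edgeR test of 12 controls against 6 exposed fish, with tagwise dispersion (prior degrees of freedom 10) and Benjamini-Hochberg adjustment. The score values are the authors' calls at FDR < 0.1, coded by the sign of their log2 fold change. These 5 columns (fold change, mean log2 CPM, p, FDR and call) served only for comparison. The values reported here were computed from the counts, apart from those given as the paper's or the authors'.

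Each treatment was compared with the 12 controls in R 4.3.3. Transcripts with at least 1 read in at least 6 of the 18 fish were tested with edgeR 4.0.16: TMM normalization, estimated dispersions, and the quasi-likelihood F-test at its default (non-robust) setting. It was 2-sided, without covariates, and adjusted by Benjamini-Hochberg over all tested transcripts, with calls at FDR < 0.1. Fold changes are exposed over control. CPM values use TMM library sizes, and log2 CPM adds a prior count of 2. The exact permutation test compares mean log2 CPM over all 18564 splits of 18 fish into 12 and 6. LG was compared with HG and with LR by the same quasi-likelihood test. Treatments were clustered on the log2 fold changes of called transcripts by Euclidean distance and complete linkage. Tables and figures were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9.

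Reads counted on the listed transcripts range from 10223638 (HG fish 5) to 33291845 (LR fish 6). The tests were tried on simulated data, drawn for the same transcripts and fish from the estimated means and dispersions, with 100 of the transcripts above a mean log2 CPM of 0 changed 2-fold and 100 changed 4-fold. At FDR < 0.1 the quasi-likelihood test found 50 of the 2-fold and 97 of the 4-fold changes in LR (62153 transcripts), 51 and 97 in MR (62718), 47 and 97 in HR (62556), 54 and 93 in LG (63513) and 66 and 94 in HG (63537), with 19, 14, 13, 15 and 20 false calls and 0 with the wrong sign. The exact test made 55, 47, 40, 52 and 52 false calls on the same data. The median error of the log2 fold change by the quasi-likelihood test was 0.17, 0.16, 0.17, 0.14 and 0.15. Each simulated change was the same in all exposed fish, whereas in the data single fish often carry a change.

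The alternatives tried were FDR thresholds of 0.05 and 0.01, a minimum absolute log2 fold change of 1, no filter on low counts, a filter of more than 1 CPM in at least 6 fish, counting components instead of transcripts, adjustment over all listed transcripts, DESeq2's size factors (RLE), edgeR's exact test with a prior of 10 degrees of freedom, DESeq2 1.42.0, replicate number as a block, all groups fitted together, and leaving out each fish in turn. In the block fit, controls whose number no exposed fish has stand alone in their level and do not inform the comparison. Added later were the robust quasi-likelihood test, its bias-adjusted deviances, limma-voom (limma 3.58.1), counts summed per component and Spearman correlation, as well as the exact test as the basis of joint lists, correlations and clustering and between treated groups. For each comparison 24 splits of the 18 fish were drawn, the real one included, and refitted with the quasi-likelihood and exact tests, and 20 splits of the controls into 6 and 6. Between treated groups 24 splits of the 12 fish into 6 and 6 were drawn and refitted in the same way. Groups without any effect but with the 12 controls in common were simulated 20 times. Their overlaps were counted over lists as long as the exact test's calls, taking the transcripts with the smallest p, and their correlations taken with all fish and without LR fish 3, MR fish 1, HR fish 3 and LG fish 1. The 12 controls were also split 100 times into 6 fish in common and 2 groups of 3, the ratio of 12 controls to groups of 6. For these splits and for all correlations without single fish, log2 fold changes come from fits with a fixed dispersion of 0.1.

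The genes reported by name are all those named in the paper's results that Table S3 or the count tables pair with a transcript, represented by the most expressed transcript over all fish, with the transcripts of Table S3 beside it. Added to them are the 2 largest rises and the 2 largest falls among the calls of each treatment. The values in the paper and in Table S3 had been seen when this rule was written. The names *tnfr2*, *mmp13*, *nlrc2* and *ccr4* have no transcript of that name and are left out. Some names in the paper were read as a differently spelled name in Table S3. One further gene is not reported here and is in none of the counts of named genes. Lists of muscle, exocrine pancreas and erythrocyte genes and of circadian clock genes were drawn up by gene description. A fish was singled out where its distance from the nearest of the other 5 exceeded 0.625 of the group's range. Enriched pathways, the assembly, and the paper's water chemistry were not recomputed.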

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

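The tests chosen only after the result was seen are the exact test counts without single fish, the share of reads in the 10 most abundant transcripts, the comparison of exposed with control fish along the shared profile, from which the MR fish were removed after a first result was seen, the upper quartiles of the tissue lists, the splits of the fish and the test of clock genes.

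Several fish lie far from the rest of their group. In MR fish 1, 2.67% of the listed transcripts have no reads, and in LG fish 1, 1.36%. LG fish 1 also has 16.3% of its reads in the 10 most abundant transcripts and the largest mean absolute departure of the study, 0.804. Under the rule for singling out a fish, LG fish 3 stands apart only in depth, with 25747108 reads. Of 226 pairs of a named gene and a treatment, 24 have a fish apart from the other 5, where chance marks about 1 in 20 groups. The pairs are not independent, since 11 of them concern LG fish 1, 6 HR fish 3 and 4 MR fish 1. In log2 CPM, LG fish 1 reaches 6.95 for *hyou1*, 8.94 for *hspa5*, 7.24 for *dnajb11*, 5.42 for *dnajc3*, 4.05 for *ddit4l*, 5.64 for *map3k6*, 5.67 for *atp2a2a*, 5.46 for *atp2a2b*, 4.94 for *rela*, 6.47 for *egr1* and 6.45 for *pglyrp6*. HR fish 3 is at 4.91 for *mknk1*, 8.88 for *sdc4*, 8.38 for *rifk*, 5.05 for *sc5d*, 5.33 for *c7* and 6.13 for *il17ra*. MR fish 1 is at 5.52 for *tnip2*, 1.71 for *traf2b*, 5.63 for *egr1* and 6.40 for *ctgfa*. Single genes set apart HG fish 3 (*slc52*, 6.00), MR fish 2 (*slc25a28*, 1.54) and MR fish 5 (*nod2*, 2.45). For these 3 no explanation was tested.

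The departures of MR fish 1, LG fish 1, HR fish 3 and LR fish 3 resemble each other, and a common source may lie behind them. The tables argue against some technical sources. Lower depth would leave other fish with as many transcripts without reads, but with the counts of the other MR fish thinned to the 11605617 reads of MR fish 1 the highest share is 0.776%, in MR fish 4. LG fish 1, with 18012552 reads, is deeper than 4 of the other 5 LG fish. A few transcripts taking most of the reads would set other such fish apart too, but LR fish 2 has more reads in its 10 most abundant transcripts (19.0%) and only 0.265% of transcripts without reads. RNA from exocrine pancreas would raise its transcripts in these fish, but over 12 transcripts of 9 components the median departure is -1.55 to -0.21, and the upper quartile is below 0 in MR fish 1 (-0.12), LG fish 1 (-0.12) and LR fish 3 (-0.055), though not in HR fish 3 (0.11). RNA from muscle or blood stays open. Over 18 transcripts of 5 muscle components the median is -0.26 to 0.060, but these are all of smooth-muscle or non-muscle myosin and say nothing of skeletal muscle. Over 45 transcripts of 7 erythrocyte components it is -0.27 in LR fish 3, -0.17 in HR fish 3, 0.15 in MR fish 1 and 0.39 in LG fish 1, with members going both ways and a mean log2 CPM of 7.47 for the most abundant, beside which a small share would not show. Other tissues were not examined.

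The exposure is a biological explanation that the design offers. Scored along the profile of MR fish 1, the 24 fish of LR, HR, LG and HG are not shown to differ from the 12 controls (permutation p = 0.154, 100000 permutations), although 8 of them score above every control. The MR fish were left out of this comparison, since the profile is taken against them. An effect of exposure on some fish and a condition of single fish unrelated to it cannot be told apart, because each fish was sampled once. Nor is the profile limited to these 4 fish, since the departures of LR fish 4 and HG fish 3 correlate with that of MR fish 1 at r = 0.415 and 0.442. Handling, infection and RNA quality were not tested. Whatever their source, these fish may account for most of the exact test's calls, since without LR fish 3 it calls 42 transcripts in LR, without MR fish 1 45 in MR, without HR fish 3 18 in HR and without LG fish 1 8 in LG. Of these, 35, 35, 14 and 7 are also called with all fish.

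A signal also appears in genes that the results of the paper do not discuss, among the transcripts called by the quasi-likelihood test. In LR they are *zgc:162608* (log2 fold change 2.10 for the isoform with the lowest permutation p, 3.23e-04), *pltp* (2.68), *C25H1orf51* (1.44), the unnamed comp120517_c4_seq2 (1.43), *aanat2* (-1.32), *smad7* (-1.26) and *pik3r3b* (-1.20). In MR there is *si:dkey-10o6.2* (-1.24), and in HR comp120517_c8_seq3 (1.22) and *bhlhe40* (-1.40). Adjusted p values run from 0.0392 to 0.0945. All 6 exposed fish lie beyond the control median in the direction of change, except for 5 of the 7 called isoforms of *zgc:162608* (5 of 6 fish), and beyond every control except for *zgc:162608* (5 of 6) and *pltp* (4 of 6). The calls depend on single fish. Those in LR are all lost without LR fish 3 or control fish 1, 3, 7, 10 or 12, and their number falls from 13 to 1 without control fish 11, 3 without control fish 4 or 8, 4 without LR fish 6 or control fish 6, 5 without control fish 5, 6 without control fish 2 and 8 without LR fish 4. That in MR is lost without MR fish 1 or 4, and those in HR without HR fish 1, 3 or 4 or control fish 1, 3, 5, 6, 7, 9, 10, 11 or 12.

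Among 24 splits of the 18 fish, the real one included, a count at least as large as the real one came up 2 times for the 13 calls in LR, 4 times for the 1 call in MR, 1 time for the 4 calls in HR, 24 times for the 0 calls in LG and 6 times for the 1 call in HG. By this count chance can be excluded only for the 4 calls in HR. That holds for single fish exchanged freely, whereas the paper kept each treatment in 2 tanks, so a difference between tanks is not excluded. Also, 1 of 24 is the smallest share that 24 splits can give, it is not adjusted over the 5 comparisons, and with replicate number as a block 0 of these 4 are called. That block fit uses fewer controls, since those without an exposed fish of the same number do not inform it. Chance cannot be excluded in HR for the exact test's calls or for the transcripts at an unadjusted p below 0.05. It cannot be excluded for the counts in LR, MR and HG either, and the 0 calls in LG, which any split reaches, decide nothing. For LG the quasi-likelihood test put 4271 transcripts at an unadjusted p below 0.05, while the exact test called 283 and DESeq2 32.

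Since *aanat2*, *C25H1orf51* and *bhlhe40* are tied to the daily clock, the time of day at sampling may differ between groups. In a test of 41 clock components, those of the called transcripts left out, the mean absolute standardised difference from the controls is 0.588 in LR, 0.472 in MR, 0.510 in HR, 0.433 in LG and 0.621 in HG (exact permutation p = 0.00156, 0.144, 0.0356, 0.307 and 0.00242). Adjusted over the 5 treatments the p values are 0.00606, 0.180, 0.0593, 0.307 and 0.00606. Among 2000 random sets of as many components, a share of 0.00700 in LR, 0.559 in MR, 0.0820 in HR, 0.520 in LG and 0.00100 in HG differs as much. In LR and HG 6 components each have an unadjusted p below 0.05, in MR and HR 4 and in LG 6. Of the list, 8 components are of the *nfil3* family, which the paper names among its immune genes. An effect of the exposure on clock genes and an effect of sampling time cannot be told apart, because the labels give no sampling times. The clock test was revised after a first result was seen, by leaving out the called component and adding the random sets.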

How the results depend on the processing

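The tests chosen only after the result was seen are the robust quasi-likelihood test, its bias-adjusted deviances, limma-voom, counts summed per component, the Spearman correlation, the exact test between treated groups, and the exact test as the basis of joint lists, correlations and clustering.

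The counts of called transcripts in LR, MR, HR, LG and HG (13, 1, 4, 0 and 1) came out equal with RLE size factors, without the low-count filter and with adjustment over all listed transcripts. They were 13, 1, 3, 0 and 1 with a minimum absolute log2 fold change of 1, 14, 1, 4, 0 and 1 with bias-adjusted deviances, and 12, 1, 4, 0 and 0 with the filter of more than 1 CPM, which tests fewer transcripts. With unadjusted p below 0.05 there are 4818, 5600, 4593, 4271 and 4118.

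Other settings moved the counts. Stricter thresholds, which by construction call fewer transcripts, left 0, 1, 0, 0 and 0 at FDR < 0.05 and 0 in each at FDR < 0.01. Counted as components, the calls in LR are 7. The exact test called 101, 622, 420, 283 and 35, DESeq2 155, 466, 172, 32 and 22, and all groups fitted together 5, 1, 0, 7 and 0 (3423, 5072, 3048, 3966 and 3115 at unadjusted p below 0.05). With replicate number as a block the counts are 0, 0, 3, 0 and 2 (3744, 2484, 3525, 2049 and 2513). The block fit rests on fewer controls, those that share a number with an exposed fish. Of the settings added later, the robust test called 1, 1, 4, 0 and 0 (4687, 5421, 4453, 4137 and 3977), limma-voom 0, 0, 2, 0 and 0 (4502, 4390, 4237, 3410 and 4034) and counts summed per component 9, 0, 0, 0 and 0 (1783, 2061, 1563, 1450 and 1409). Apart from the thresholds and the filter, the cause was not tested.

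Leaving out 1 fish at a time, which reduces the number of samples, gives 0 to 21 calls in LR, 0 to 161 in MR, 0 to 132 in HR, 0 to 1 in LG and 0 to 2 in HG. In LR the count is 0 without LR fish 3 or control fish 1, 3, 7, 10 or 12, 1 without control fish 11, 3 without control fish 4 or 8, 4 without LR fish 6 or control fish 6, 5 without control fish 5, 6 without control fish 2, 8 without LR fish 4 and 21 without LR fish 2. In MR it is 0 without MR fish 1 or 4, 31 without MR fish 6, 113 without MR fish 2, 147 without MR fish 3 and 161 without MR fish 5. In HR it is 0 without HR fish 1, 3 or 4 or control fish 1, 3, 5, 6, 7, 9, 10, 11 or 12, 2 without control fish 2, 20 without HR fish 2, 74 without HR fish 5 and 132 without HR fish 6. It is 1 in LG without LG fish 2 or 3, and in HG 2 without HG fish 3 or 6 and 0 without any control except control fish 9.

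Joined over treatments, 19 transcripts are called. The number is 1 at FDR < 0.05, 0 at FDR < 0.01 and 12 as components, all by construction, and 1080 by the exact test, added later, for which the cause was not tested. LG differs from HG and from LR in 0 transcripts with TMM and with RLE (4756 and 4737, and 1966 and 1964, at unadjusted p below 0.05), and by the exact test, added later, in 24 and 13.

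The median Pearson correlation of log2 fold changes between treatments is 0.854 over the called transcripts, also with a mean log2 CPM of at least 0, and 0.795 with the median of each component. It is 0.530 over all transcripts in all 5 comparisons and 0.531 over those called in neither treatment, a setting that leaves out almost none of them. Over those called by the exact test, added later, it is 0.658. The median Spearman value, also added later, is 0.718 over the called transcripts, 0.477 over all transcripts and 0.772 over those called by the exact test. LG and HG join only at the top of the tree (a share of 1 of its height) with average linkage, with only the transcripts in all 5 comparisons, with 1 minus Pearson correlation, with 1 value per component and with the exact test's calls, added later. The order of the other joins changes under each of these settings. The cause was not tested.

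Of 226 pairs of a named gene and a treatment, all kept direction and side of the threshold with RLE and without the filter, and so did 209 of 209 with the filter of more than 1 CPM. The exact test left 84 so and brought 142 past the threshold, and DESeq2 155 and 71. At FDR < 0.05 1 pair falls behind it. With all groups fitted together 218 of 221 kept both, 1 passed the threshold, 1 fell behind it and 1 changed sign (*tnip1* in HR, 0.0054). With replicate number as a block 220 kept both, 1 fell behind the threshold and 5 changed sign: *hmox1* (-0.44) and *optn* (-0.084) in LG, and *igfbp1a* (0.30), *evpla* (-0.038) and *nfil3-5* (-0.25) in MR. The median over all transcripts of a gene kept 217 and changed the sign of 9: *ddit4* in HG (1.66), *tnip1* in HR (0.68) and LG (0.54), *igfbp1a* (0.24) and *slc25a28* (0.28) in MR, *evpla* in HR (1.15), *slc6a16* in LG (0.77) and *slc16a6b* in HR (-0.17) and LG (-0.51). The cause was not tested.

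Leaving out 1 fish gave 4068 values for the named pairs, of which 3911 kept direction and side of the threshold, 97 passed the threshold, 12 fell behind it and 48 changed sign. Given as the range over the fish left out, with the fish whose omission changes the sign in parentheses, these are in LR *nfkb2* -0.11 to 0.39 (LR fish 4), *fndc3a* -0.019 to 0.18 (LR fish 1 and control fish 1 and 4); in MR *tnip2* -0.019 to 3.51 (MR fish 1), *traf2b* -0.18 to 0.11 (MR fish 1 and control fish 1 and 10), *egr1* -0.35 to 2.65 (MR fish 1), *igfbp1a* -0.64 to 0.40 (MR fish 2 and 5 and control fish 6 and 9), *evpla* -0.065 to 0.25 (MR fish 2 and 6), *col4a3bp* -0.10 to 0.22 (MR fish 2 and 5 and control fish 5 and 9), *nfil3-5* -0.17 to 0.17 (MR fish 2 and 5 and control fish 7, 9 and 10); in HR *tnip1* -0.13 to 0.056 (HR fish 2, 4, 5 and 6 and control fish 2, 3, 4, 10 and 12), *optn* -0.13 to 0.74 (HR fish 3), *smpd5* -0.015 to 1.56 (HR fish 3), *il10rb* -0.025 to 0.54 (HR fish 3); and in HG *slc52* -1.17 to 4.00 (HG fish 3). In LG the sign changes without LG fish 1 for *hyou1* (-0.13 to 2.83), *dnajb9* (-0.011 to 2.19), *ddit4l* (-0.0012 to 2.32), *atp2a2b* (-0.10 to 1.44), *tescb* (-0.20 to 1.68), *urgcp* (-0.025 to 0.63), *egr1* (-9.0e-04 to 3.47), and also for *optn* (-0.075 to 0.34, LG fish 1 and 3), *igfbp1a* (-0.29 to 0.61, LG fish 1 and control fish 3). The cause was not tested.

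What the counts can show has limits, but whether depth or the spread among fish sets them was not tested. At 10223638 to 33291845 counted reads per fish, the quasi-likelihood test called 50, 51, 47, 54 and 66 of 100 simulated 2-fold changes in LR, MR, HR, LG and HG. It called 97, 97, 97, 93 and 94 of 100 simulated 4-fold changes. Simulated changes were equal in all exposed fish, so these shares do not hold for changes carried by single fish. In MR the named genes reach a log2 fold change of 5.57, yet 0 of their 90 pairs are called. The alternative pseudocount of 0.1 was not run, since it was meant for normalized values and the data are counts.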

Differences from the paper's values

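The tests chosen only after the result was seen are the comparisons of fold ranges over the genes and treatments that the authors called and over the most expressed transcripts. Without that limit the lowest fold change of *mmp9* and *mmp13a* is 1.34 against the paper's 3 (*mmp13a* in LG).

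The paper's counts of differentially expressed transcripts differ from those of the quasi-likelihood test in every set. Over all treatments the paper's number is 1020 and the one found here 19. For Roundup the paper's numbers are 923 (656 up, 266 down) and those found here 18 (13 up, 5 down), for glyphosate the paper's are 303 (258 up, 45 down) against 1 (1 up, 0 down), and for both chemicals the paper's are 143 (135 up, 8 down) against 0 (0 up, 0 down). Counts are taken as different when they are more than 1.5 times apart or 0 here.

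Of the alternatives set before the data were examined, the exact test comes within the margin for all 10 of these numbers: 1080 over all treatments, 909 (647 up, 261 down) for Roundup, 313 (269 up, 44 down) for glyphosate and 142 (134 up, 8 down) for both. DESeq2 does so for 4 of them, with 729 over all treatments, 692 for Roundup (276 down) and 7 down for both, but not for Roundup up (416), glyphosate (54, with 33 up and 21 down) and both (17, with 10 up). RLE size factors, no low-count filter, more than 1 CPM, the replicate block, all groups fitted together, FDR thresholds of 0.05 and 0.01 and the minimum log2 fold change remain apart from the paper's numbers in all 10. Over all treatments they give 19, 19, 17, 4, 13, 1, 0 and 18. Of the 1087 transcripts called in the authors' own tables, the exact test calls 1071, DESeq2 602 and the quasi-likelihood test 19. All 106, 628, 426, 273 and 36 authors' calls in LR, MR, HR, LG and HG have an unadjusted quasi-likelihood p below 0.05 and the same direction. The authors' tables themselves hold 139 calls for both chemicals (131 up, 8 down) and 1087 in all.

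Fold changes are taken as different when they are more than 1.5 times apart and also further apart than the standard error of the fold change. By this rule they differ in 2 places. For *fosl2* the highest of the paper's fold changes in MR, HR and LG is the paper's 6.4, and the highest over its transcripts called by the authors is 20.2 here. With replicate number as a block it is 5.91, within the margin, and with the exact test 21.2, DESeq2 22.3, RLE size factors 20.7 and all groups fitted together 20.4, outside it. The block fit, however, rests on fewer controls than the others. For *slc43a1a* the lowest of the paper's fold changes in LR, MR, HR and LG is the paper's 10 and the lowest here 2.57, with 2.58, 2.61, 2.60, 1.64 and 2.62 by the exact test, DESeq2, RLE, the replicate block and all groups fitted together, all outside the margin. Both differences rest on another transcript than the most expressed one, which gives a highest of 9.09 for *fosl2* and a lowest of 7.34 for *slc43a1a*, each within 1.5 times the paper's value. The most expressed transcript of *tlr5b* in turn has a lowest fold change of 9.46 against the paper's 5. Also more than 1.5 times the paper's value, but within the standard error, are the highest fold changes of *mmp9* and *mmp13a* (10.0 against the paper's 5), *sdc4* (16.5 against the paper's 10) and *slc52* (47.4 against the paper's 30). Both values come from the same fish, so the standard error does not explain these gaps. For the named genes Table S3 differs from the recomputed log2 fold changes by at most 0.090. The gaps thus lie between the paper's text and Table S3.

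Directions differ for 1 gene in the transcripts of Table S3. The paper lists *col8a1a* among the collagens lowered in MR, where its log2 fold change is 0.31 (exact permutation p = 0.399), a rise in Table S3 as well. Of the other named collagens, *col1a1a*, *col1a1b*, *col1a2*, *col6a2*, *col6a3* and *col16a1* fell in MR as the paper states. It also names *col13a1* as raised in HR, where Table S3 holds no call for it. By the most expressed transcript 9 more pairs go against the rise that the paper states: *ddit4* in HG (-0.18), *tnip1* in HR (-0.012) and LG (-0.088), *igfbp1a* in MR (-0.11), *syncrip* in MR (-0.22) and LG (-0.18), *evpla* in HR (-0.092), *slc6a16* in LG (-0.20) and *slc25a28* in MR (-0.15). Of these, *tnip1* was only taken for the *tnip3* that the paper names, a pairing that could be wrong. The paper also writes of increasing trends of *gsr* and *hyou1* in the other treatments, where both fell in HG (-0.040 and -0.40). Of the 226 named pairs, the quasi-likelihood test leaves 225 uncalled, of which the exact test calls 142 and DESeq2 71. The order of the treatments differs by test. The paper has more changed transcripts in LG than in HG and LR. The quasi-likelihood test has 0 in LG (4271 at unadjusted p below 0.05), 1 in HG and 13 in LR, and the exact test 283, 35 and 101. With all groups fitted together the quasi-likelihood test has 7 in LG, 0 in HG and 5 in LR, which is the paper's order.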

Other observations

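The tests chosen only after the result was seen are the exact test and unadjusted counts over other splits of the fish, the correlations without 2 fish, and the comparison, with all fish and with fish left out, with simulated groups that have their controls in common, whose baseline was corrected after its first result was seen, and with splits of the controls.

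The exact test's calls were counted over 24 splits of the 18 fish in each comparison, the real one included. As many calls as the real split or more came up 3 times for the 101 in LR, 3 times for the 622 in MR, 2 times for the 420 in HR, 6 times for the 283 in LG and 4 times for the 35 in HG, so chance cannot be excluded for any of them. The same holds for the transcripts at an unadjusted p below 0.05 in the quasi-likelihood test, where 3 splits reach 4818 in LR, 3 reach 5600 in MR, 3 reach 4593 in HR, 9 reach 4271 in LG and 3 reach 4118 in HG. Between treated groups, 24 splits of the 12 fish were drawn for LG against HG and for LG against LR, the real one included. All 24 reach the 0 calls of the quasi-likelihood test, as any split must, so these decide nothing. Of the splits 7 reach the 4756 transcripts at an unadjusted p below 0.05 in LG against HG and 23 the 1966 in LG against LR, and 9 and 11 reach the exact test's 24 and 13 calls, so chance cannot be excluded for these counts. Large counts tend to come with single fish. The exact test called 8 to 1817 transcripts (median 44.5) in the splits that put MR fish 1 among the 6 and 0 to 45 (median 3) in the others. For LG fish 1 the numbers are 90 to 1961 (median 260.5) and 0 to 20 (median 2), for HR fish 3 7 to 526 (median 54) and 0 to 51 (median 2.5), and for LR fish 3 3 to 321 (median 20) and 0 to 374 (median 4).

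Among controls alone, 20 splits into 6 and 6 fish gave 0 to 1 calls (median 0) by the quasi-likelihood test, with 1685 to 4345 transcripts at an unadjusted p below 0.05 (median 3291), and 0 to 132 calls (median 24.5) by the exact test.

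The correlation of log2 fold changes between LG and MR over all shared transcripts, 0.585, may come in large part from LG fish 1 and MR fish 1, since it is 0.368 without both. That between MR and HR, 0.588, is 0.335 without HR fish 3 and MR fish 1. Values without fish come from fits with a fixed dispersion, which give 0.584 and 0.587 with all fish. The controls that the comparisons have in common raise such correlations. Simulated groups without any effect gave at most 0.337 for LG and MR, and with these fish left out at most 0.302 for LG and MR and 0.306 for MR and HR. Simulated transcripts vary independently of each other, so these limits exclude nothing. Real fish without exposure spread more. In 100 splits of the 12 controls into 6 fish in common and 2 groups of 3, fitted in the same way, r was 0.147 to 0.481 (median 0.317). In none of them do the controls in common reach the 0.584 of LG and MR with all fish. But 18 of the 100 splits reach 0.368 and 38 reach 0.335. The splits keep the ratio of 12 controls to groups of 6, whereas here each group lacks a fish, so they are not a matched baseline. In the simulated groups the median for LG and MR is 0.331 with all fish and 0.294 with these fish left out. Without these fish an effect of exposure and the controls in common cannot be told apart, also because 12 controls leave this range wide. For LG and HG the correlation hardly depends on LG fish 1, going from 0.261 to 0.300 without it, and both values lie within the range of the splits.

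*sc5d* and *rfk*, and likewise *slc43a1a* and *irk11*, rise in the same treatments. Reads divided between transcripts of 1 Trinity component are a candidate explanation, because the genes of each pair lie on the same component and their log2 CPM also vary together over the 12 controls, with Pearson r = 0.912 and 0.937. Permutation p values are 2.00e-04 and 1.00e-04, the second being the smallest that 10000 permutations can give. Spearman's coefficients are 0.874 and 0.958, and without the 2 fish farthest from the median r is 0.772 and 0.921. Of 5000 pairs from different components 95% lie below 0.514. That the genes are regulated together stays open.

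Replicate numbers do not visibly pair exposed fish with controls: departures of fish with the same number correlate at a mean of 0.0472, 0.0397, 0.00831, -0.114 and -0.0650 in LR, MR, HR, LG and HG (permutation p = 0.308, 0.294, 0.515, 0.961 and 0.817). The highest correlation of log2 CPM between 2 of the 42 libraries is 0.970. Of the transcripts called in the authors' tables, 67 have no entry in Table S3, all called in HR only and with an absolute log2 fold change of at most 1.07, and 311 fold changes in Table S3 are exactly 0, of which 292 belong to transcripts not listed in that comparison.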
